# Tendon-Specific Dicer Deficient Mice Exhibit Hypoplastic Tendon Through the Downregulation of Tendon-Related Genes and MicroRNAs

**DOI:** 10.3389/fcell.2022.898428

**Published:** 2022-06-14

**Authors:** Takenori Omoto, Dilimulati Yimiti, Yohei Sanada, Minoru Toriyama, Chenyang Ding, Yuta Hayashi, Yasunari Ikuta, Tomoyuki Nakasa, Masakazu Ishikawa, Masayuki Sano, Minjung Lee, Takayuki Akimoto, Chisa Shukunami, Shigeru Miyaki, Nobuo Adachi

**Keywords:** tendon, dicer, microRNA, knockout mice, extracellular matrix, collagen fibrils, tendon abnormality

## Abstract

Tendon is a fibrous connective tissue, that is, transmitting the forces that permit body movement. However, tendon/ligament biology is still not fully understood and especially, the role of miRNAs in tendon/ligament is sparse and uncharacterized in *in vivo* models. The objectives of this study were to address the function of DICER using mice with tendon/ligament-specific deletion of *Dicer* (*Dicer* conditional knockout; cKO), and to identify key miRNAs in tendon/ligament. *Dicer* cKO mice exhibited hypoplastic tendons through structurally abnormal collagen fibrils with downregulation of tendon-related genes. The fragility of tendon did not significantly affect the tensile strength of tendon in *Dicer* cKO mice, but they showed larger dorsiflexion angle in gait compared with Control mice. We identified two miRNAs, miR-135a and miR-1247, which were highly expressed in the Achilles tendon of Control mice and were downregulated in the Achilles tendon of *Dicer* cKO mice compared with Control mice. miR-135a mimic increased the expression of tendon-related genes in injured Achilles tendon-derived fibroblasts. In this study, *Dicer* cKO mice exhibited immature tendons in which collagen fibrils have small diameter with the downregulation of tendon-related genes such as transcriptional factor, extracellular matrix, and miRNAs. Thus, DICER plays an important role in tendon maturation, and miR-135a may have the potential to become key miRNA for tendon maturation and healing.

## Introduction

Tendon and ligament are fibrous connective tissues consisting mainly of collagen that are critical parts of the musculoskeletal system. They transmit the forces that permit smooth body movement. Although tendon injury is a major clinical problem in the field of sports and aging, tendon healing such as in Achilles tendon rupture is very slow and frequently demonstrate recovery with ossification and scar formation (Ateschrang et al., 2007; Huttunen et al., 2014). Thus, further new interventions are required to accelerate tendon healing without ossification and scar formation based on the molecular mechanisms of development and homeostasis of tendon.

In tendon biology, tendon/ligament development including tenogenic/ligamentagenic lineage is not yet fully characterized because of the absence of tendon/ligament-specific marker genes. Furthermore, the lack of tools such as ligament/tendon-specific Cre driver mouse is one of the causes of limited understanding of tendon/ligament biology. However, it has recently been demonstrated that several key transcriptional factors and extracellular matrix (ECM) are involved in the development and maturation of tendon/ligament from transgenic mouse model (Delgado Caceres et al., 2018). Transcriptional factors such *Scleraxis* (*Scx*), *Mohawk* (*Mkx*) and *EGR1* are critical regulators of tendon differentiation and maturation, and they also regulate tendon/ligament matrix genes such as *Col1a1* and *Tenomodulin* (*Tnmd*) (Murchison et al., 2007; Ito et al., 2010; Guerquin et al., 2013; Yoshimoto et al., 2017). It has been known that *Scx* is expressed in tendon fibroblasts from various previous studies using transgenic reporter mice (Pryce et al., 2007; Sugimoto et al., 2013; Yoshimoto et al., 2017). As a suitable Cre driver mouse for ligament/tendon study, the *ScxCre* knock-in (KI) mouse line has been recently generated and is able to inactivate endogenous *Scx* by driving *Cre* expression using the endogenous *Scx* promoter (Yoshimoto et al., 2017).

MicroRNAs (miRNAs) are a class of noncoding RNAs that negatively regulate the expression of genes through binding to complementary target mRNAs. Primary transcripts (pri-miRNAs) and precursor miRNA (pre-miRNA) molecules undergo nuclear and cytoplasmic processing events, carried out by the endoribonucleases, DROSHA and DICER, respectively, to produce mature miRNAs that are loaded onto the RISC (RNA-induced silencing complex) to exert their biological function (Lee et al., 2003; Michlewski and Cáceres, 2018). Limb- or cartilage-specific *Dicer*-deficient mice exhibit a severe phenotype in skeletal development (Harfe et al., 2005; Kobayashi et al., 2008). Deletion of *Drosha* or *DGCR8* in chondrocytes causes a lethal skeletal defect like that of *Dicer* deletion, confirming the essential role of miRNAs in normal skeletogenesis (Kobayashi et al., 2015). Mature miRNAs play an important role in various developmental and disease processes in the musculoskeletal system. For example, we previously reported that the cartilage-specific miRNA, miR-140, regulates cartilage development and homeostasis, and that its loss contributes to the development of age-related osteoarthritis in deficient mice (Miyaki et al., 2009; Miyaki et al., 2010). These observations suggest that DICER and miRNAs could contribute to the development of the tendon/ligament. Although it has been reported that several miRNAs are associated with tendon development and homeostasis modulation (Dubin et al., 2018), the roles of DICER and miRNAs in the development and homeostasis of tendon/ligament have not been well-characterized due to the lack of *in vivo* studies using transgenic mice.

The objective of this study was to establish the roles of DICER-miRNAs in tendon/ligament development using tendon/ligament-specific *Dicer* deficient mice.

## Materials and Methods

### Generation of Tendon/Ligament-Specific *Dicer* Deficient Mice

Ligament/tendon-specific *Dicer* deficient (*Dicer* cKO) mice were generated by crossbreeding the previously described *Dicer* 1-floxed mice (Harfe et al., 2005) and *ScxCre* KI mice (Yoshimoto et al., 2017). The conditional floxed allele and the deletion allele were genotyped using primers as previously described (Harfe et al., 2005; Yoshimoto et al., 2017) (Supplementary Figure S1A). All mice were housed in temperature-controlled quarters (23 ± 1°C) with a 12-h light-dark cycle and in groups of two to five per cage (S cage: 143 mm × 293 mm × H148 mm) and provided with free access to water and food. All animal experiments were performed according to protocols approved by the Hiroshima University Animal Care and Use Committee.

### Macroscopic and Histological Analysis

After removing the skin, various tendons were macroscopically observed in mice of three genotypes. Hind limbs including Achilles tendon were embedded intact in paraffin after fixation with 4% paraformaldehyde phosphate buffer solution (PBS) for 48 h and decalcification in 18.5% EDT-X (Falma, Tokyo, Japan) for 3 weeks. Tissue sections were sectioned (4.5 μm) in the sagittal or transverse plane. The sections were stained with Hematoxylin and Eosin (MUTO PURE CHEMICALS, Tokyo, Japan), Safranin-O (MUTO PURE CHEMICALS, Tokyo, Japan)/Fast green (Sigma-Aldrich, United States), and Picro-Sirius Red stain kit (ScyTek labolatories inc.). We also measured the transverse-section area of the center of Achilles tendon. Analysis of the transverse section area was carried out using ImageJ software.

### Tendon Injury Model and Histological Analysis

In tendon injury model, the left Achilles tendon in Control and *Dicer* cKO mice at 10 weeks of age was exposed after longitudinal skin incision. Without attempt at repair, a complete transverse incision was made at midpoint of the Achilles tendon with scissors (Asai et al., 2014). Four weeks after injury, the histologic tendon healing was evaluated using modified tendon healing scoring and chondrification scoring system (Hayashi et al., 2022) that excluded some items from the previous study (Stoll et al., 2011).

### Transmission Electron Microscopy

Hind limbs were dissected from mice at 10 weeks of age and were fixed in 2.5% glutaraldehyde (FUJIFILM WAKO) in 0.1 M sodium cacodylate buffer (FUJIFILM WAKO) for 24 h at 4°C. After 24 h, approximately 1 mm^3^ of small pieces that were isolated from the central region of repaired Achilles tendon tissues were fixed in 2.5% glutaraldehyde (FUJIFILM WAKO) in 0.1 M sodium cacodylate buffer (FUJIFILM WAKO) at 4°C for 24 h additionally. Samples were then dehydrated using a graded ethanol series and embedded in EPOK 812 resin (Okenshoji, Japan) using a graded resin and propylene oxide series. Ultrathin sections with silver-gold reflectance were obtained with an ultramicrotome (ULTRACUT E, Reichert-Jung, Austria) and stained with 3% uranyl acetate and lead citrate, then observed using a JEM-1400 (JEOL, Japan) TEM operating at an accelerating voltage of 80 kV. Fibril diameter analyses were done from transverse section images. All fibrils within a predetermined region of interest (ROI) on the digitized image were measured using ImageJ, as described (Starborg et al., 2013).

### Edu Staining

Edu staining was performed using Click-iT Plus EdU Alexa Fluor™ 488 Imaging kit (Thermo Fisher Scientific). Nuclei were stained by Hechst 33324 (Thermo Fisher Scientific) and Edu-positive cells were measured in Achilles tendons. Results are expressed as percentage of Edu-positive cells relative to the total number of tendon fibroblasts.

### Immunohistochemistry

The deparaffinized paraffin sections were revitalized with antigen-retrieval reagent (Immunoactive; Matsunami Glass Ind, Osaka, Japan) at 60°C for 16 h or by Proteinase K (Dako) and blocked in 5% goat serum with 1% bovine serum albumin (BSA, FUJIFILM WAKO). After blocking, the samples were incubated with anti-TENOMODULIN antibody (1:200; ab203676, Abcam), anti-PRO COLLAGEN TYPE I antibody (DSHB, SP1.D8, 1:100), and anti-COLLAGEN TYPE II antibody (DSHB, CII C1, 1:500) overnight at 4°C. The sections were then incubated with Alexa Fluor 568 goat anti-rabbit antibody (1:500; Thermo Fisher Scientific) or Alexa Fluor 568 goat anti-mouse antibody (1:500; Thermo Fisher Scientific) for 1 h. Nuclei were stained using 4′,6-diamidino-2-phenylindole (DAPI) (DOJINDO, Japan).

### Grip Strength and Mechanical Properties of Tensile Strength

Grip strength of the forelimbs was measured using Grip strength meter (MK-380Si; Muromachi Kikai Co., Ltd.). In biomechanical testing of Achilles tendons, a uniaxial material testing system (EZ-SX; SHIMADZU, Japan) was used to determine tensile strength with a 500 N load. The proximal end of the Achilles tendon and foot of the mouse were fixed in clamps with wet kimtowel and the specimen was tensiled at a fixed strain rate of 5 mm/min. The entire tendon unit from myotendinous junction to the calcaneus was investigated. Breaking strength and elongation were measured, and tensile strength per unit area was calculated based on the average of cross section area of Achilles tendon at 10 weeks of age.

### Gait Analysis Using a New System With Artificial Intelligence

Mice walked on a treadmill MK 690S04 MDH (Muromachi Kikai Co., Ltd.) at 10 m/min and video was captured from the sagittal plane at 30 fps using a smartphone. Gait analysis was performed using a new system with AI, Deep Treated M1 (Research Coordinate, Inc., Tokyo). The computer, that previously learned the movements of optional parts of the subject on the video using neural net models with deep learning, performed auto tracking of the subject’s lower limb landmarks and quantified spatial position data along the timeline. Landmarks horizontal position of the video was converted into the X-axis data and the vertical position into the Y-axis. In this study, knee joint, heel and fifth metatarsal head position values were obtained, and ankle angle was calculated using the inverse function on the obtained values (Supplementary Video 1). We subtracted 90° from the obtained ankle joint angle and defined the results of positive value as a plantar-flexion angle and a negative value as a dorsiflexion angle. The maximum dorsi-flexion and plantar-flexion angle in one gait cycle were obtained, and angular velocity through the entire gait cycle was calculated respectively. The sum of maximum dorsi-flexion and plantar-flexion was defined as range of motion (ROM), and coefficient of variation (CV) for the period of gait cycles through the measured time was calculated. All data were processed in a program designed with MATLAB (MathWorks, Natick, MA).

### RNA Isolation and RT-PCR of Tendon Tissue

The total RNA was extracted from Achilles tendon in mice and cultured tendon fibroblasts using Isogen reagent (Nippon gene, Tokyo, Japan) and RNA purification kit (Direct-zol RNA microprep, Zymo Research, California, United States). Complementary DNA (cDNA) was synthesized with a Reverse Transcription system (iScript supermix, BioRad, California, United States) according to the manufacturer’s protocol. Real-time polymerase chain reaction (real-time PCR) was performed with the TaqMan Gene Expression Assay probes (Thermo Fisher Scientific) for tendon-related markers (Supplementary Table S1). Real-time PCR for miRNAs (Supplementary Table S1) was performed using the TaqMan MicroRNA Reverse Transcription kit (Thermo Fisher Scientific). *Gapdh* (Mm99999915g1) or U6 snRNA (RT/TM001973) were used as internal controls to normalize sample differences. The ΔΔCt method was used for analysis of real-time PCR data.

### Isolation of Tendon Fibroblasts

Healing Achilles tendons were taken out from C57BL6/J mice 1 week after injury and the tendon healing portion tissues were then minced. Tissue sample was digested with 3 mg collagenase type I (Worthington Biochemical Co., Lakewood, NJ) and 1 mg dispase (FUJIFILM WAKO) in Hanks’ Balanced Salt Solution (HBSS; FUJIFILM WAKO) at 37°C for 1 h with gentle shaking (Bi et al., 2007). Tendon fibroblasts were cultured in Minimum Essential Medium Eagle Alpha Modification (MEMα; FUJIFILM WAKO) with 20% fetal bovine serum (FBS; Thermo Fisher Scientific) and 1% Penicilin-Streptomycin-Amphotericin B Suspension (FUJIFILM WAKO) at 37°C with 5% CO2. To introduce miRNA mimic, injured Achilles tendon-derived fibroblasts (iATDF) were transfected with 30 nM of double-stranded miRNA for miR-135a: (sense) 5′ UAU​GGC​UUU​UUA​UUC​CUA​UGU​GA-3′ and (antisense) 5′-UAU​AGG​GAU​UGG​AGC​CGU​GGC-3′, or miR-1247: (sense) 5′ ACC​CGU​CCC​GUU​CGU​CCC​CGG​A-3′ and (antisense) 5′-CGG​GAA​CGU​CGA​GAC​UGG​AGC-3’ (Hokkaido System Sciences, Hokkaido Japan), using Lipofectamine RNAi Max Reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. Control siRNAs were also prepared for the control group (siRNA negative control; siNega #1, Invitrogen). Forty-eight hours after transfection, iATDF were washed with PBS and cultured with MEMα/10% FBS for an additional 7 days. All experiments used tendon fibroblasts at passage one to two.

### Statistical Analysis

Data are plotted as individual points with bars indicating mean standard deviation (SD) or standard error of the mean (SEM). Statistically significant differences between the two groups or three were determined with Welch’s *t* test, Mann-Whitney U test, and One-way ANOVA and LSD test. Differences were considered statistically significant at *p* < 0.05.

## Results

### Generation of Tendon-Specific *Dicer* Deficient Mice

To examine the physiological roles of *Dicer* in tendon/ligament development, we generated tendon/ligament-specific *Dicer* deficient mice (Supplementary Figure S1A). *ScxCre*-mediated excision is mainly observed in domains with persistent *Scx* expression, such as tendons and ligaments (Yoshimoto et al., 2017). *Dicer* was significantly downregulated in the Achilles tendons of *Dicer* cKO compared with those of Control mice at 4 weeks of age (Figure 1A). The appearance, including body length and weight, was not significantly different among *Scx* ^Cre/+^ KI:*Dicer* ^f/f^ (*Dicer* cKO) mice, their littermate controls; *Dicer* ^f/f^ (Control) mice and *Scx* ^Cre/+^ KI:*Dicer* ^+/+^ (*Scx*Ht) mice at 10 weeks of age (Supplementary Figures S1B,C).

**FIGURE 1:**
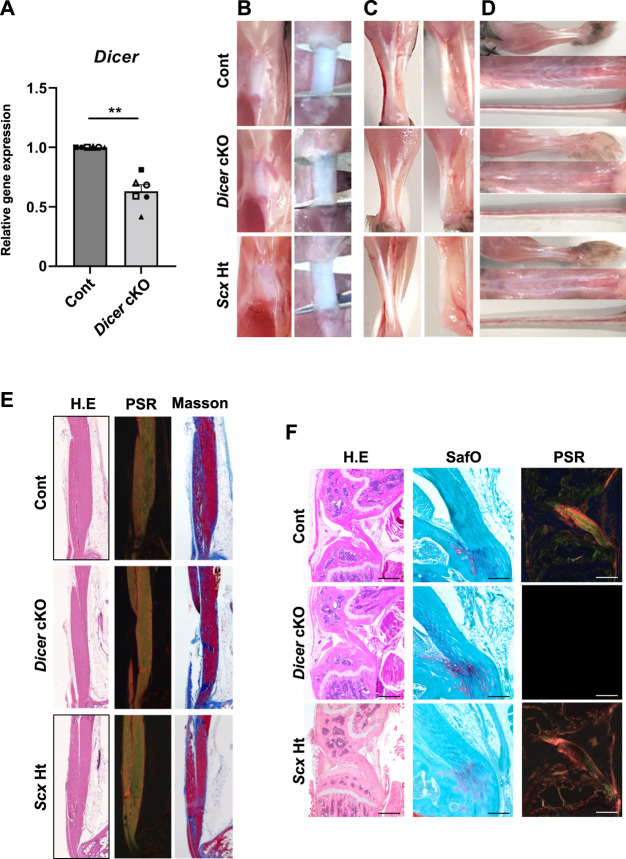
Macroscopic and histological finding in Tendons of Dicer cKO mice. **(A)** The expression of *Dicer* in Achilles tendon of Cont and *Dicer* cKO mice (*n* = 6 mice for each genotype) at 4 weeks of age was shown by real-time PCR. Data are represented as mean ± SEM. Comparison of *Dicer* expression was performed using Mann-Whitney U test; **p < 0.01. **(B)** Macro view of Patellar tendon, **(C)** Achilles tendon, **(D)** forelimb tendons, back tendon and tail tendons in *Dicer* ^f/f^ (Cont), *Scx* ^Cre/+^KI:*Dicer* ^flox/flox^ (*Dicer* cKO), and *Scx* ^Cre/+^KI:*Dicer* ^+/+^ (*Scx*Ht) mice at 10 weeks of age. **(E)** Hematoxylin and Eosin (H.E), Picsirius red and Masson trichrome staining of Achilles tendon of Cont, *Dicer* cKO, and *Scx*Ht mice at 10 weeks of age. **(F)** H.E, safranin O/Fast green and Picsirius red staining of cruciate ligament of Cont, *Dicer* cKO, and *Scx*Ht mice at 10 weeks of age. Scale bars: 100 and 500 µm.

### Impaired Maturation, Healing, and Function of Achilles Tendon in *Dicer* Conditional Knockout Mice

To investigate the role of DICER in tendon development and maturation, we performed a macroscopic, a histological, and an ultrastructural analysis of the Control, *Scx*Ht and *Dicer* cKO mice. Patellar tendon, Achilles tendons, the forelimb tendon, back tendons and tail tendon, exhibited gross fragility in *Dicer* cKO mice compared with those of Control and *Scx*Ht mice (Figures 1B–D). Histological analysis of the sagittal section did not find remarkable histological changes to the patellar tendon, Achilles tendon and cruciate ligament in *Dicer* cKO mice (Figures 1E,F). Fibrocartilaginous entheses were histologically normal (Figure 1F). However, in a quantitative analysis of Achilles tendon using transverse section, the area of the Achilles tendons was significantly smaller in *Dicer* cKO mice compared with Control and *Scx*Ht mice at 4 weeks of age (Figures 2A,B). The number of cells per unit area of the section of Achilles tendons was similar between Control, *Scx*Ht and *Dicer* cKO mice (Figure 2C).

**FIGURE 2:**
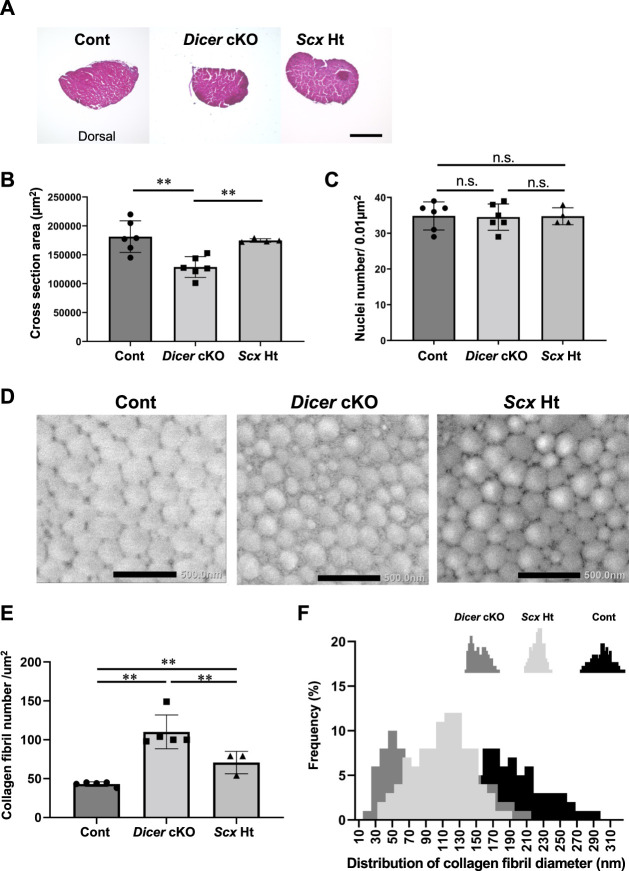
Abnormal structure in Achilles tendon of *Dicer* cKO mice. **(A)** Hematoxylin and Eosin (H.E) staining of cross section of Achilles tendon in Cont, *Dicer* cKO, and *Scx*Ht mice at 4 weeks of age. **(B)** Cross section area (µm^2^) and **(C)** the number of nuclei per unit area of a section of Achilles tendon at 4 weeks of age (*n* = 4–6 mice for each genotype). **(D)** Transmission electron microscopic view of collagen fibrils in Achilles tendon of Cont, *Dicer* cKO and *Scx*Ht mice at 10 weeks of age (*n* = 3–5 mice for each genotype). Scale bars: 500 nm. **(E)** Collagen fibril number per µm^2^ was significantly increased in *Dicer* cKO mice compared with Cont and *Scx*Ht mice. **(F)** Distribution of collagen fibril diameter shifted to smaller diameter fibrils in *Dicer* cKO mice. The data are represented as mean ± S.D. Comparison of mean values was performed using One-way ANOVA and Fisher’s LSD test; **p < 0.01. n.s.: no significant difference.

To further examine the tendons of *Dicer* cKO mice in detail, we performed ultrastructural analysis of Achilles tendon using TEM. Collagen fibrils of *Dicer* cKO mice exhibited structurally abnormal fibrils with irregular fibril profiles including many fibrils with small diameter compared with that of Control and *Scx*Ht mice at 10 weeks of age (Figures 2D–F). Although tendon development of ScxHt mice was grossly normal as previously reported (Yoshimoto et al., 2017), ultrastructural analysis by TEM showed significant difference between *Dicer* cKO and ScxHt mice. To examine the functional abilities of Achilles tendons in Control and *Dicer* cKO mice, we performed grip strength testing, biomechanical testing and a gait analysis. The grip strength of forelimb was not significantly different between *Dicer* cKO and Control mice at 4 and 10 weeks of age (Figure 3A). Tensile strength of the Achilles tendon (represented by load to failure and stress to failure) was similar between both type of mouse (Figure 3B). However, the elongation of the Achilles tendons was significantly increased in *Dicer* cKO mice (Figure 3B, Supplementary Video 2). The dorsiflexion angle, plantar flexion angle and range of motion (ROM) were analyzed to examine ankle motion during gait. ROM was higher in *Dicer* cKO mice than in Control mice (Figure 3C). Both plantar flexion and dorsiflexion angular velocity and gait cycle time coefficient of variation (CV) were not significantly different between Control and *Dicer* cKO mice (Figures 3D,E).

**FIGURE 3:**
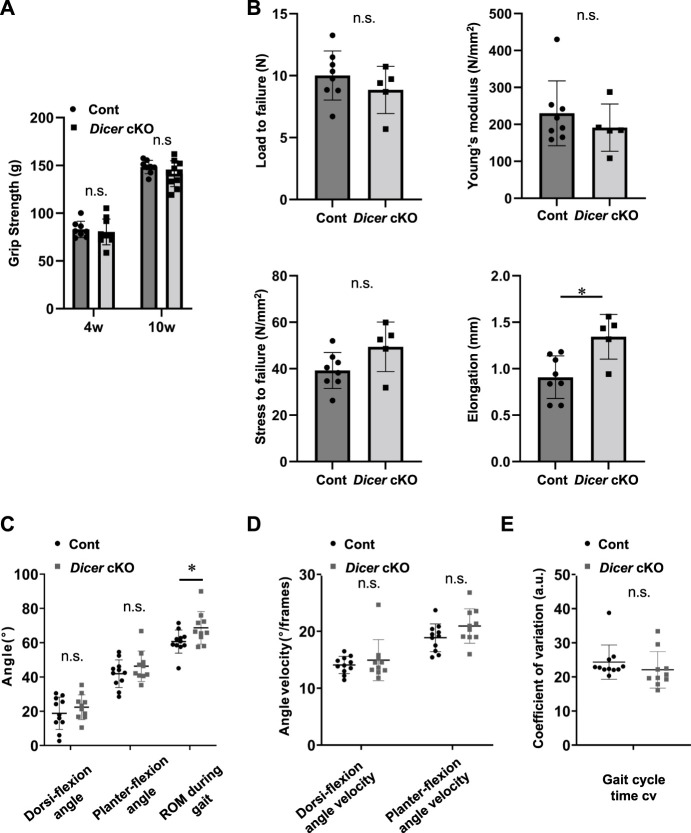
Function of tendon in *Dicer* cKO mice. **(A)** Grip strength of forelimb in Cont (*n* = 8) and *Dicer* cKO (*n* = 10) mice at 4 and 10 weeks of age. **(B)** Load and stress to failure in Achilles tendons of Cont (*n* = 8) and *Dicer* cKO (*n* = 5) mice at 10 weeks of age. **(C)** Gait analysis was performed using Cont (*n* = 11) and *Dicer* cKO (*n* = 10) mice at 10 weeks of age. Maximum dorsi-flexion angle, plantar flexion angle, ROM during gait **(C)**, dorsi-flexion angular velocity, plantar flexion angular velocity **(D)**, and gait cycle time CV **(E)**. Data are represented as mean ± S.D. Comparison of mean values was performed using **(A)** Welch’s *t* test with Holm-Sidak correction for multiple comparison, and **(B–E)** Welch’s *t* test; ^*^ *p* < 0.05 versus Cont. n.s.: no significant difference.

We further investigated the involvement of DICER in tendon healing using tendon injury model. At 4 weeks after injury, histological analysis using tendon healing scoring indicated a significant decrease in the healing capacity of the Achilles tendons (Figures 4A,B). Tendon ossification *via* chondrification, which causes clinical problems following tendon healing, is often observed in sites of tendon healing. Achilles tendons exhibiting chondrification parts with Safranin O- and type II COLLAGEN-positive were observed in Control and *Dicer* cKO mice. However, ectopic chondrification during tendon healing was significantly increased in *Dicer* cKO mice compared with Control mice (Figures 4A,C,D). These results suggest that *Dicer* is positively involved in tendon healing too.

**FIGURE 4:**
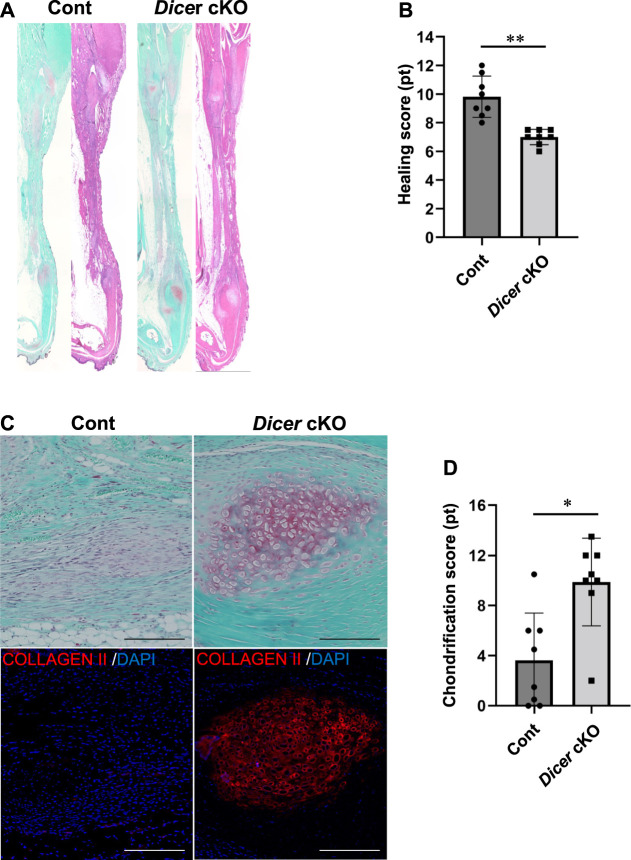
Tendon healing in *Dicer* cKO mice. **(A)** Hematoxylin and Eosin (HE) staining of Achilles tendons of Cont and *Dicer* cKO mice at 4 weeks after injury. **(B)** Tendon healing scores were significantly decreased in *Dicer* cKO mice compared with Cont mice. **(C)** Chondrification parts with Safranin O- and type II COLLAGEN-positive were more frequently observed in *Dicer* cKO mice during healing. Scale bars: 200 µm. **(D)** Chondrification scores were significantly increased in *Dicer* cKO mice compared with Cont mice. *n* = 8 mice for each genotype. Data are represented as mean ± S.D. Comparison of mean values was performed using Welch’s *t* test; *p < 0.05 and **p < 0.01 versus Cont. n.s.: no significant difference.

### Proliferating Cells in Achilles Tendon of *Dicer* Conditional Knockout Mice

DICER is involved in cell death, proliferation, and differentiation (Guo and Wang, 2019). The number of EdU-positive tendon fibroblasts was significantly reduced in the Achilles tendons of *Dicer* cKO mice compared with Control mice at postnatal day 3 (Figure 5A). On the other hand, TUNEL-positive tendon fibroblasts were undetected in Achilles tendon of *Dicer* cKO mice at postnatal day 3 (data not shown). In immunohistochemistry, the differences of type I COLLAGEN- and TENOMODULIN**-**positive cells were not clearly detected in Achilles tendon between Cont and *Dicer* cKO mice (Figure 5B).

**FIGURE 5:**
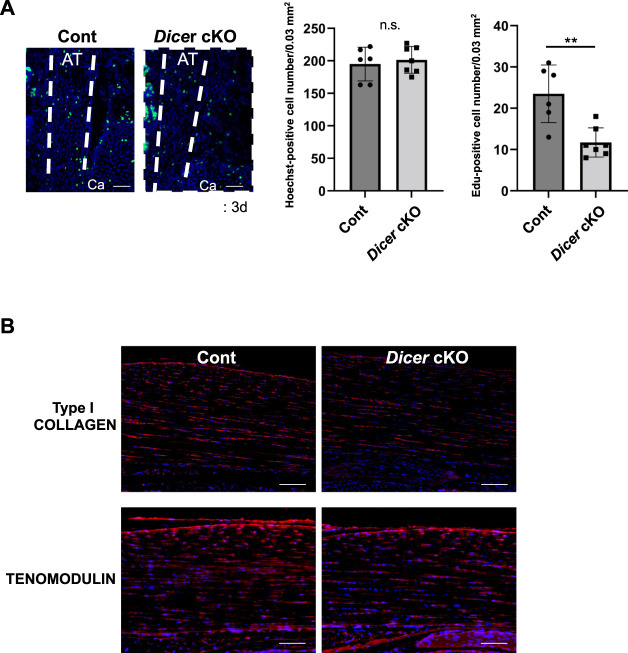
Cellularity in Achilles tendons of *Dicer* cKO mice. **(A)** Edu-positive cells were decreased in Achilles tendons of *Dicer* cKO mice at postnatal day 3 (*n* = 6–7 mice for each genotype). Scale bars: 50 µm. **(B)** Immunohistochemistry using anti-TENOMODULIN antibodies and anti-PRO COLLAGEN TYPE I antibodies of Achilles tendons of Cont and *Dicer* cKO mice at 3 weeks of age (*n* = 5 per group). Data are represented as mean ± S.D. Comparison of mean values was performed using **(A)** Welch’s *t* test and **(B)** two-way ANOVA; *p < 0.05, **p < 0.01 versus Cont. AT: Achilles tendon. Ca: calcaneus. Scale bars: 100 μm. n.s.: no significant difference.

### Expression Pattern of Tendon-Related Genes and MicroRNAs in Achilles Tendon of *Dicer* Conditional Knockout Mice

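RNA-seq covered Achilles tendon RNA from 1 Control mouse (Dicer fl/fl), 1 ScxHt mouse (ScxCre/+ with intact Dicer alleles) and 1 Dicer cKO mouse (ScxCre/+ Dicer fl/fl) at 4 weeks of age, with 1 library per genotype. The authors removed adaptors, mapped the trimmed reads to GRCm38 with Tophat and bowtie2 and assigned them to genes with HTSeq. They deposited the raw read count of each gene, which is used here, and RPKM values. The counts add up to 16244232 in the Control, 15769301 in the ScxHt and 14959399 in the Dicer cKO library. Col1a1 held 7.76% of the counts in the Control and 5.87% in the ScxHt library, and Ttn held 7.10% in the Dicer cKO library. For each comparison, the counts were divided by DESeq2's median-of-ratios size factors of the 2 libraries compared, and the ratio of these normalized counts was taken. Their mean over the 2 libraries is the baseMean. As in the paper's Supplementary Methods, genes with a baseMean above 50 were analysed, and a gene was counted as higher at a ratio above 1.67 and as lower at a ratio below 0.60. Each ratio has a 95% exact (Clopper-Pearson) interval from the share of the gene's reads found in one of the 2 libraries. Such intervals cover counting error only, and they can be too narrow even for that, since sequenced reads are not independent molecules. With no replicate of any genotype, the spread between mice is unknown and no p-value is given. The ScxHt/Control ratio is given beside the Dicer cKO/Control ratio because it shows how far 2 mice that both have Dicer differed.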

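Small RNA-seq covered the same 3 genotypes, again with 1 library each, and the authors deposited raw read counts per miRNA gene. The counts add up to 10986541 in the Control, 8437993 in the ScxHt and 8435829 in the Dicer cKO library. The table lists 2265 features, of which 1178 are named as mouse Mir genes. The 10 most abundant features held 60.4% of the counts in the Control, 60.6% in the ScxHt and 56.6% in the Dicer cKO library. Some loci that give the same mature miRNA have nearly the same counts, such as 174274 for Mir1a-1 and 174314 for Mir1a-2 in the Control library. A read that fits several loci thus appears to have been counted at each of them. Other pairs of loci differed, such as Mir128-1 with 2190 and Mir128-2 with 1056 reads in the Control library. Ratios and intervals were computed as for RNA-seq, with a minimum baseMean of 15, which the paper's Results give. That left 334 features for Dicer cKO/Control, 332 for ScxHt/Control and 322 for Dicer cKO/ScxHt.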

To investigate which mRNA and miRNA are involved in *Dicer* cKO mouse tendon hypoplasticity, we performed RNA-sequencing (RNA-seq) and small RNA-sequencing (miRNA-seq) using RNA from Achilles tendon of Control, *Scx*Ht and *Dicer* cKO mice at 4 weeks of age. Although the diversity of cell types that populate the tendon has not been understood in detail yet, recently, extensive heterogeneity of the cellular composition of mouse’ Achilles tendons has been identified using single-cell transcriptomic analysis (De Micheli et al., 2020). Based on this data set, we focused on the expressing gene sets (tendon fibroblasts-related genes) in cell type that were classified as tendon fibroblast. RNA-seq analysis showed that most tendon fibroblasts-related genes were decreased in *Dicer* cKO mice compared with Control mice (Supplementary Figures S2A, 3 and Supplementary File). 

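Supplementary Figure S2A marks 13 tendon genes in the RNA-seq data. In all 13, the interval of the Dicer cKO/Control ratio lay below 1, and 6 were below 0.60. The lowest ratio among them was that of Spp1, on chromosome 5 from 104435118 to 104441050 (GRCm38), with 5412 reads in the Control, 9579 in the ScxHt and 1506 in the Dicer cKO library. Its ratio was 0.289 (95% counting interval 0.273 to 0.306) for Dicer cKO/Control and 1.70 (1.64 to 1.75) for ScxHt/Control. Fmod, on chromosome 1 from 134037254 to 134048277, had ratios of 0.455 (0.450 to 0.460) and 1.08 (1.07 to 1.09). Col1a1, on chromosome 11 from 94936224 to 94953042, had 1261322 reads in the Control library and ratios of 0.542 (0.540 to 0.543) and 0.704 (0.702 to 0.705). Tnmd, on chromosome X from 133850980 to 133865577, changed least, with a Dicer cKO/Control ratio of 0.948 (0.923 to 0.975). Over the 13 genes, the median log2 ratio was -0.70 (95% counting interval -0.87 to -0.65) for Dicer cKO/Control, lower than that of every one of 10000 random gene lists matched on expression. Total-count scaling moved it most, to -0.63. The median was 0.30 (0.29 to 0.32) for ScxHt/Control, where the interval lay above 1 for 9 genes and below 1 for 4. It lay at percentile 99.89 of the random lists there, between mice that both have Dicer. An extreme place among random lists thus does not by itself point to the deletion of Dicer. Against ScxHt, 12 of the 13 were lower in Dicer cKO, and the median was -0.88 (-0.94 to -0.77). Of the 13 genes, 8 are in the paper's Supplementary File, which lists genes from these libraries. From lower levels of tendon matrix genes such as Dpt, Col1a1 and Fmod, the paper concludes that impaired gene expression in tendon fibroblasts with less Dicer was the cause of the hypoplastic tendons.

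**Figure D1:**
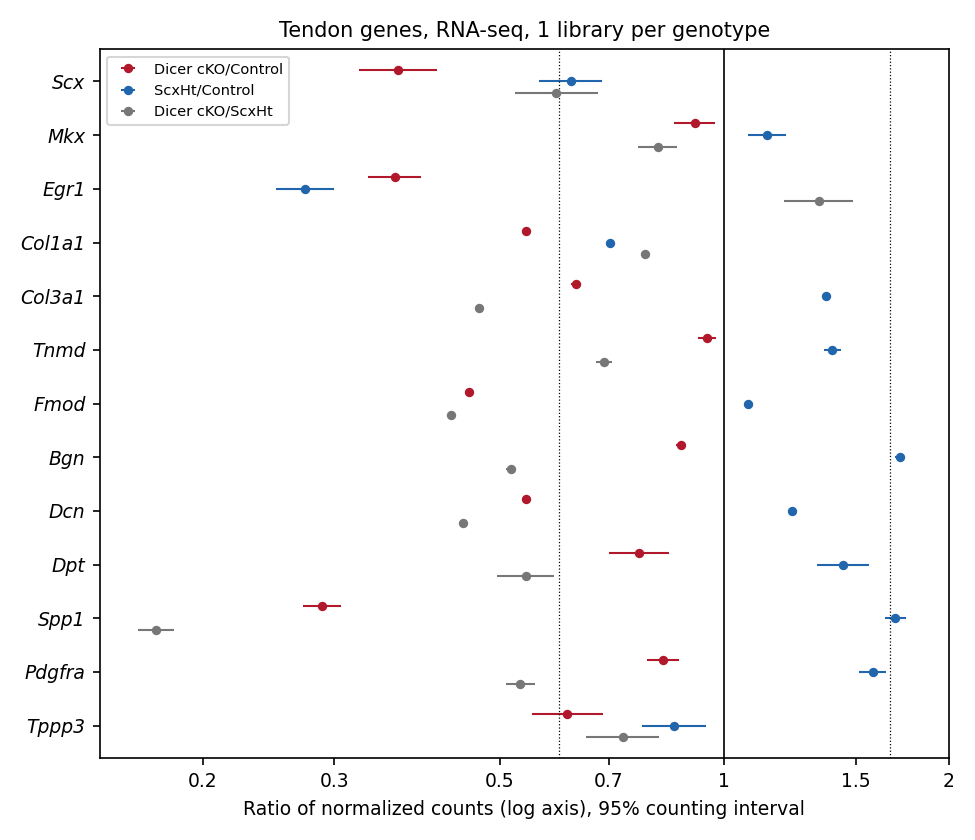
Ratio of normalized counts of the 13 tendon genes in the 3 comparisons of the RNA-seq libraries (log axis). Points are ratios, bars are 95% counting intervals, and dotted lines mark 0.60 and 1.67. All 13 Dicer cKO/Control ratios are below 1, and 9 ScxHt/Control ratios are above 1.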

To further investigate the altered biological processes as a result of *Dicer* cKO, gene ontology (GO) analysis was performed. The upregulated genes were involved in muscle system process and mitotic cell cycle, and downregulated genes were involved in ossification, skeletal system development, and extracellular matrix organization (Supplementary Figure S2B). 

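Of 13504 genes analysed, 523 were higher and 564 lower in Dicer cKO than in Control. The 4 other scalings gave more higher than lower genes, from 567 and 541 with size factors over all 3 libraries to 673 and 441 with total counts. The whole interval lay past the threshold for 164 of the higher and 184 of the lower genes. The enrichment of gene ontology terms itself was not recomputed, and lists of genes typical of these processes, set before the data were examined but after the paper's Supplementary File was read, were used instead. A list of 20 skeletal muscle genes had a median log2 ratio of 0.85 (95% counting interval 0.84 to 0.89) for Dicer cKO/Control, and all 20 were higher. Among them, Ttn had a ratio of 1.60 (1.60 to 1.61) and Myh4 one of 6.37 (6.22 to 6.52). For ScxHt/Control the list's median was -0.35 (-0.39 to -0.32), with 16 genes lower and 4 higher. Lists of slow and of developing muscle genes had medians of 0.32 (0.29 to 0.36) and 0.92 (0.87 to 0.98) for Dicer cKO/Control. Of 18 cartilage and bone genes, 11 passed the minimum, with a median of -0.78 (-0.85 to -0.72). In this list, Sox9 had a ratio of 0.256 (0.210 to 0.311), Ibsp one of 0.283 (0.258 to 0.310) and Runx2 one of 1.09 (0.822 to 1.45). The median of 14 small proteoglycan and tendon matrix genes was -0.58 (-0.65 to -0.51). Of these genes, 5 are also in another list. Comp is in the cartilage and bone list, and Bgn, Dcn and Fmod are among the tendon genes of Supplementary Figure S2A. For ScxHt/Control, the cartilage and bone list and the matrix list had medians of 0.26 (0.17 to 0.37) and 0.37 (0.34 to 0.40).

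**Figure D2:**
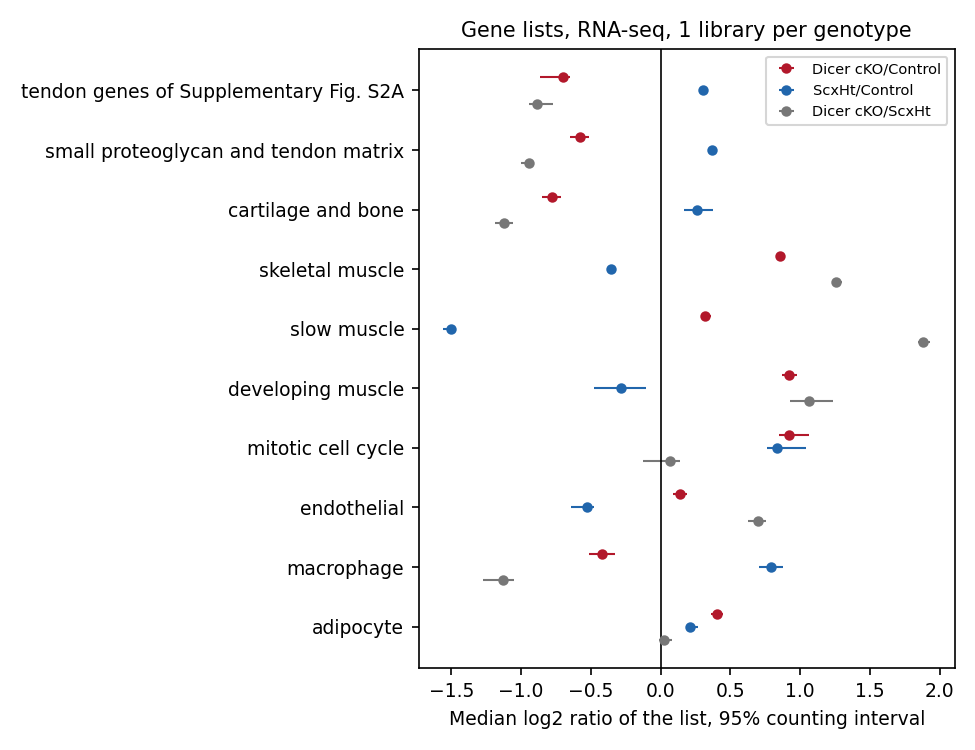
Median log2 ratio of 10 gene lists in the 3 comparisons of the RNA-seq libraries. Bars are 95% counting intervals of the medians. The tendon, matrix and cartilage lists are below 0 and the 3 muscle lists above 0 for Dicer cKO/Control, and all 6 have the opposite sign for ScxHt/Control.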

We validated the expression of tendon-related genes in Achilles tendon by real-time PCR. Tendon lineage-related transcriptional factors, tendon matrix genes, ECM binding genes, and tendon stem/progenitor cells (TSPCs) markers (Huang et al., 2021), tublin polymerization-promoting protein family member 3 (*Tppp3*) and platelet-derived growth factor receptor alpha (*Pdgfra*) were significantly decreased in Achilles tendon of *Dicer* cKO mice at 4 weeks of age compared with Control mice (Figure 6A). Furthermore, the reduction of expressed miRNAs in tendon could be associated with the hypoplastic changes to the tendons of *Dicer* cKO mice. We, therefore, examined which specific miRNAs were involved. 

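In small RNA-seq, 14 of the 334 features had a Dicer cKO/Control ratio below 0.60, and for 13 of them the interval lay below 1. The lowest ratio was that of Mir511, in an intron of Mrc1 on chromosome 2 from 14261003 to 14261081, with 34 reads in the Control, 27 in the ScxHt and 3 in the Dicer cKO library. Its ratio was 0.101 (95% counting interval 0.0199 to 0.322), with the Dicer cKO count at the floor of 3 reads. Mir1247, in an exon of Dio3os on chromosome 12 from 110278048 to 110278129, had 39, 20 and 6 reads, a ratio of 0.176 (0.0610 to 0.419). Mir34b, Mir184 and Mir219a-2 had ratios of 0.237 (0.0805 to 0.581), 0.447 (0.288 to 0.681) and 0.463 (0.265 to 0.782). Mir99a and Mir100 had far more reads, 23215 and 5298 in the Control library, with ratios of 0.457 (0.446 to 0.468) and 0.541 (0.516 to 0.568). These 7, the 2 Mir135a loci and Mir6988 are the 10 features with the lowest ratios. The other 4 below 0.60, named after their values were seen, were Mir196b at 0.571, Mir34c at 0.573, Mir106b at 0.597 and Mir467d at 0.598. Of the 14, 6 were below 0.60 for ScxHt/Control as well, where Mir99a had a ratio of 0.519 (0.507 to 0.531) and Mir100 one of 0.582 (0.556 to 0.610). The 10 lowest had a median log2 ratio of -1.16 (95% counting interval -1.67 to -1.04) for Dicer cKO/Control, -0.79 (-1.01 to -0.59) for ScxHt/Control and -0.44 (-0.87 to -0.18) for Dicer cKO/ScxHt. Total-count scaling moved the median for Dicer cKO/Control most, to -0.98, and brought the number of features below 0.60 to 9. From lower miRNAs in Dicer cKO tendon, the paper proposes that their loss could be associated with the hypoplastic changes.

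**Figure D3:**
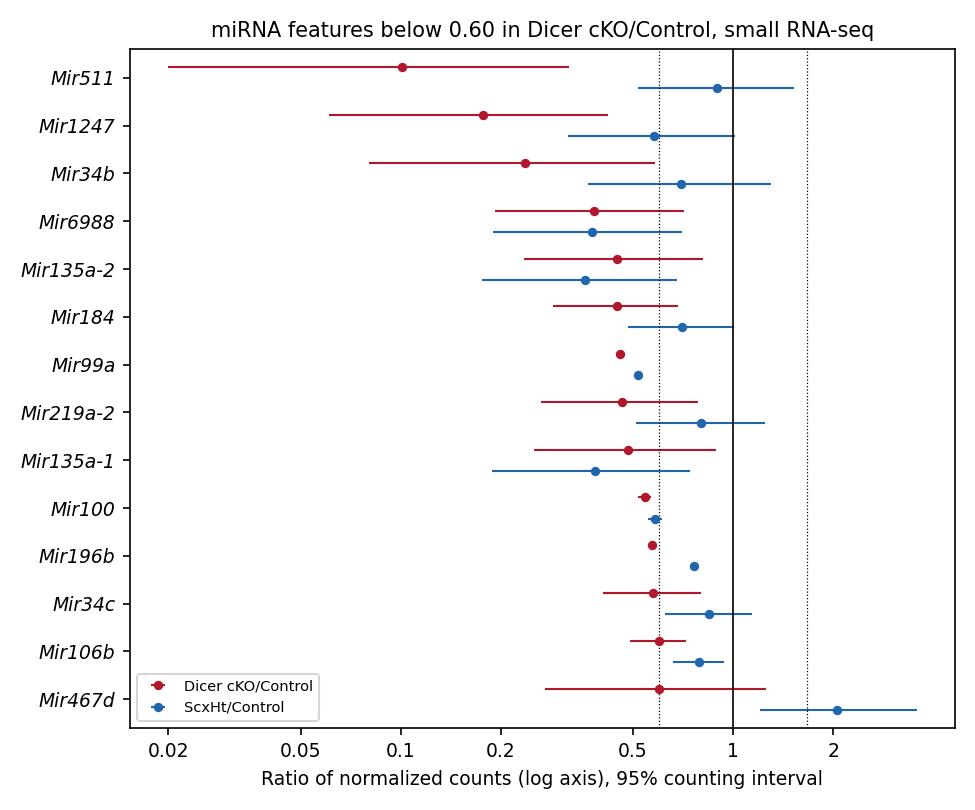
Ratio of normalized counts (log axis) of the 14 features below 0.60 in Dicer cKO/Control, beside their ScxHt/Control ratio, in small RNA-seq. Points are ratios and bars are 95% counting intervals, with dotted lines at 0.60 and 1.67. Mir511 has the lowest Dicer cKO/Control ratio, and Mir467d is the only 1 of the 14 above 1 in ScxHt/Control.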

We identified differentially expressed top 10 miRNAs which were downregulated in the Achilles tendons of *Dicer* cKO mice compared with Control mice (cut off: *Dicer* cKO/Control ratio >0.6, baseMean >15 counts) (Supplementary Figure S4 and Supplementary Table S2). Among them, miR-135a, miR-511 and miR-1247 had specific expression patterns in tendons compared with various tissues in C57BL6/J mice at 8 weeks of age (Figure 6B). The expression of miR-135a and miR-1247, which was validated by real-time PCR, was found to be significantly downregulated in the Achilles tendons of *Dicer* cKO mice (Figure 6C). Finally, the introduction of miR-135a mimic into iATDF increased the expression of tendon-related genes such as *Tnmd* and *Tppp3* (Figures 7A,B), but not with the introduction of miR-1247. Identification of miR-135a target genes might provide an insight into the mechanism of phenotype of *Dicer* cKO mice. Based on predicted target genes for miR-135a found in the database, TargetScan 7.2 (https://www.targetscan.org/vert_72/docs/help.html), 21 upregulated genes in Achilles tendon of *Dicer* cKO mice were listed (cut off: *Dicer* cKO/Control ratio >1.5, baseMean >50 counts. Figure 7C and Table 1).

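All 21 genes of Table 1 had a Dicer cKO/Control ratio of at least 1.5 and an interval above 1 in RNA-seq. They were among 914 rows of the count table at or above 1.5 with a baseMean above 50. Cadm4, on chromosome 7 from 24482023 to 24504539, had 35 reads in the Control, 30 in the ScxHt and 112 in the Dicer cKO library, a ratio of 3.32 (95% counting interval 2.26 to 5.01). Elovl6, on chromosome 3 from 129532355 to 129638495, had 529 reads in the Control library and a ratio of 1.82 (1.64 to 2.03). Aifm1 was the lowest at 1.51 (1.27 to 1.78). The median log2 ratio of the 21 genes was 0.73 (95% counting interval 0.68 to 0.91) for Dicer cKO/Control, which follows from how they were chosen, 0.10 (-0.01 to 0.28) for ScxHt/Control and 0.68 (0.56 to 0.85) for Dicer cKO/ScxHt. Tsen54 had a higher ratio for ScxHt/Control, at 1.71 (1.16 to 2.56), than for Dicer cKO/Control, at 1.56 (1.04 to 2.36). Lrrn1 and Slc24a2 were lower in ScxHt than in Control, at 0.287 (0.234 to 0.351) and 0.475 (0.336 to 0.664). In the longest annotated 3' UTR of each gene (GENCODE vM21), matches to the seed of miR-135a-5p were searched by sequence. The best match was an 8mer (AAGCCATA) in 6 genes, a 7mer-m8 (AAGCCAT) in 10, and a 7mer-A1 (AGCCATA) in 3, and Aifm1 held none. The 8mer of Slc24a2 nearest its stop codon lies on chromosome 4 from 86991331 to 86991338, and that of Atg14 on chromosome 14 from 47541174 to 47541181. Of 11003 genes analysed that have an annotated 3' UTR, 21.1% hold an 8mer or a 7mer.

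**Figure D4:**
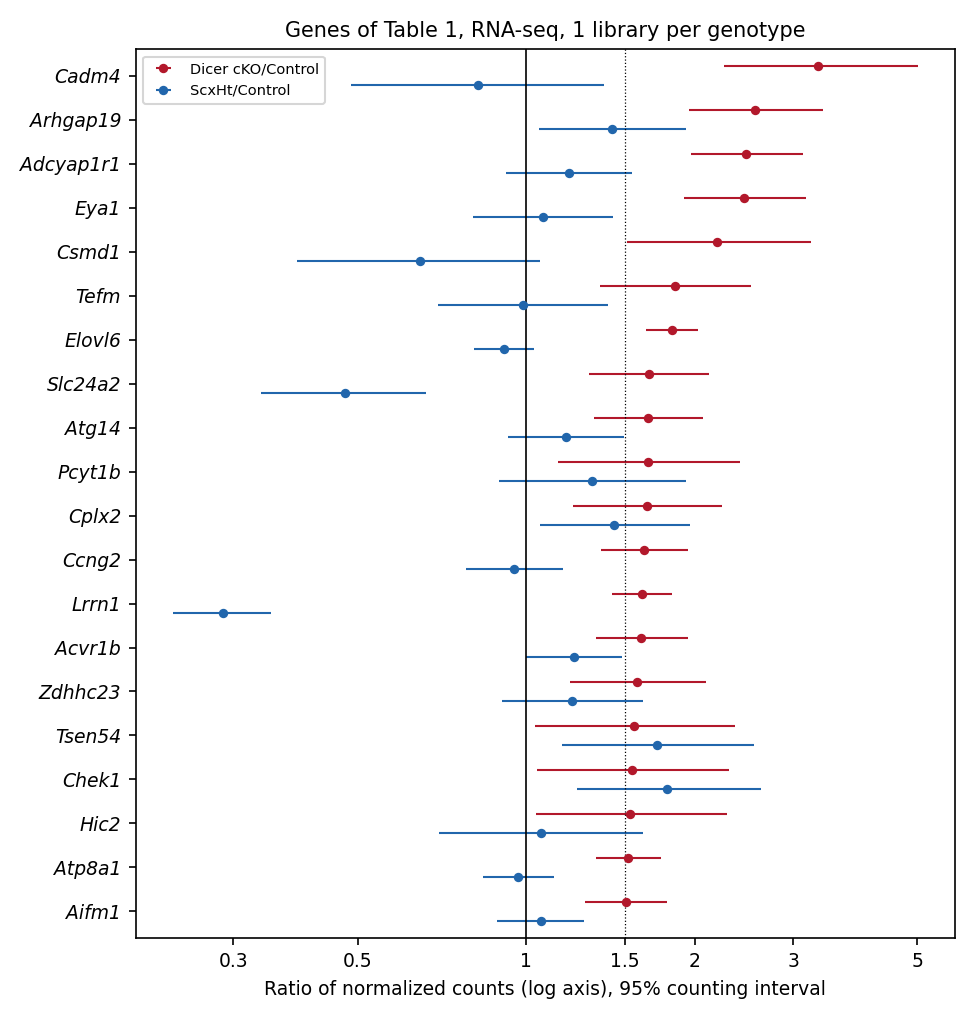
Ratio of normalized counts (log axis) of 20 of the 21 genes of Table 1 for Dicer cKO/Control and ScxHt/Control in RNA-seq. Points are ratios, bars are 95% counting intervals, and the dotted line marks 1.5. All Dicer cKO/Control ratios drawn are at or above 1.5, while the ScxHt/Control ratios lie on both sides of 1.

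**Figure D5:**
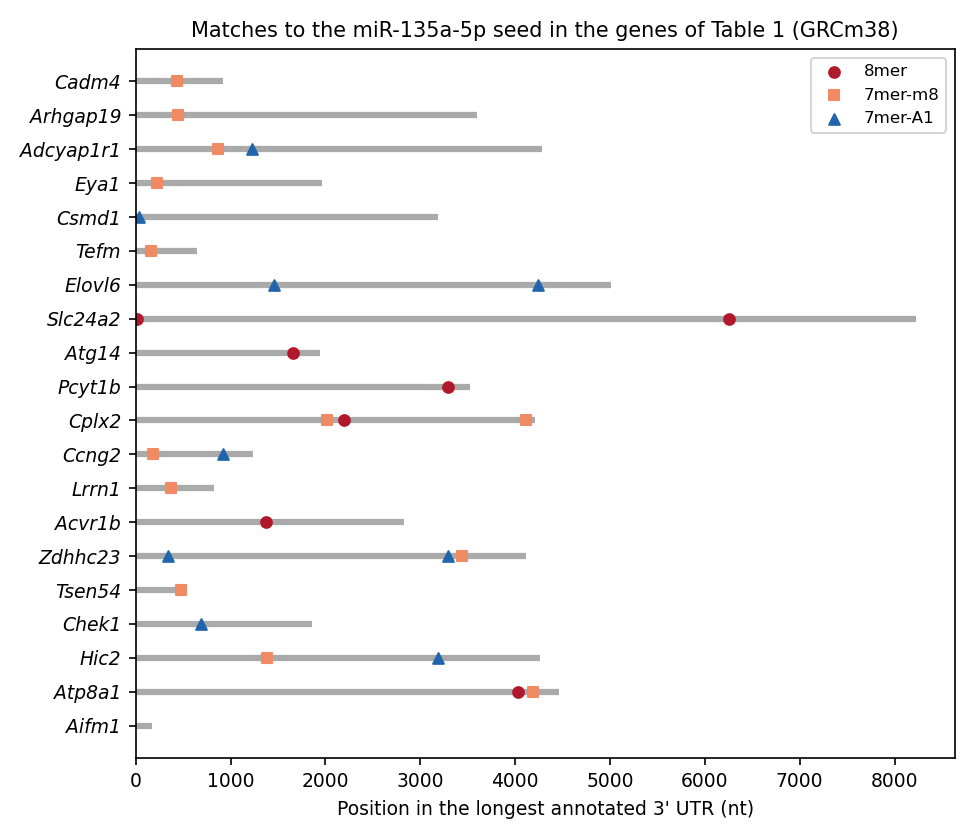
Positions (nt) of matches to the miR-135a-5p seed in the longest annotated 3' UTR of 20 of the 21 genes of Table 1. Grey bars are the UTRs, and symbols give the type of match. Cplx2 and Zdhhc23 hold 3 matches each, and Aifm1 none.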

**FIGURE 6:**
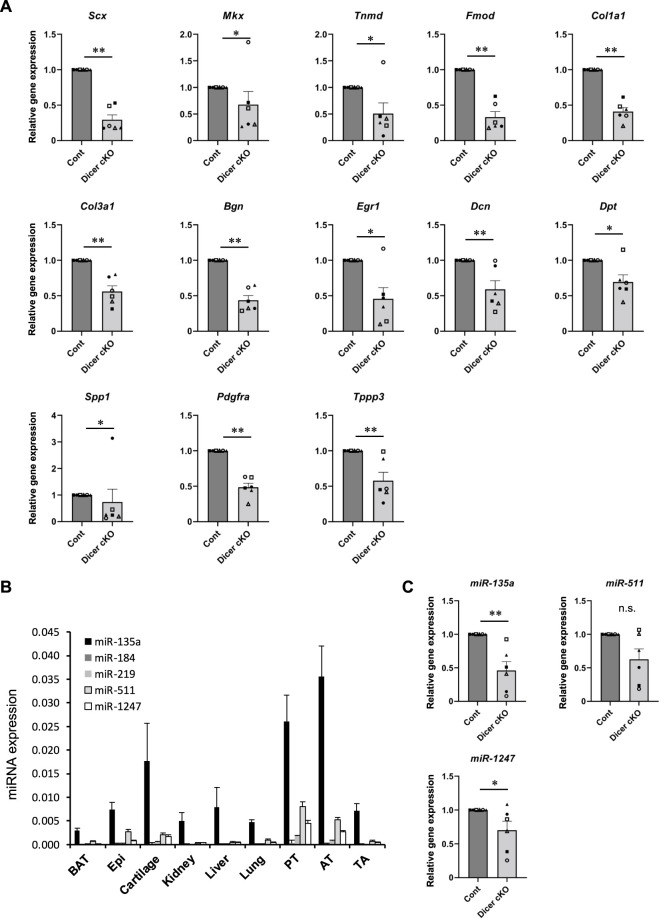
Tendon related-genes and -miRNAs expression in Achilles tendon tissues of *Dicer* cKO mice. **(A)** The expression of tendon-related genes in Achilles tendon tissues from Cont and *Dicer* cKO mice (*n* = 6 each group) at 4 weeks of age. **(B)** The expression of selected miRNAs in various tissues from C57BL6/J mice (*n* = 4). **(C)** The expression of tendon-related miRNAs in Achilles tendon tissues from Cont and *Dicer* cKO mice (*n* = 6 mice for each genotype) at 4 weeks of age. All data represented as mean ± SEM. Comparison of genes or micro RNAs expression was performed using Mann-Whitney U test; ^*^ *p* < 0.05, and **p < 0.01 versus Cont. n.s.: no significant difference.

**FIGURE 7:**
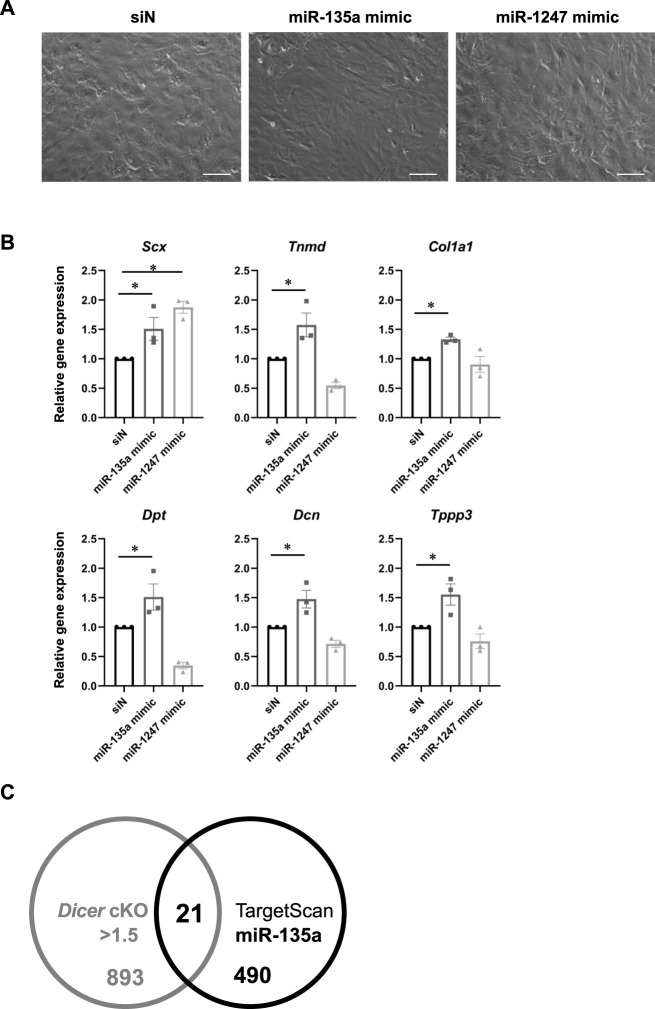
Tendon related-genes expression in injured Achilles tendon-derived fibroblasts with miR-135a mimic. **(A)** Cell morphology in cultured injured Achilles tendon-derived fibroblasts (iATDF) with miR-135a mimic and miR-1247 mimic (Final 30 nM). **(B)** The expression of tendon-related genes in iATDF with miR-135a and miR-1247 mimic (*n* = 3). **(C)** Venn diagram comparing upregulated genes in *Dicer* cKO (*Dicer* cKO/Control ratio >1.5, baseMean >50 counts) and candidate genes of miR-135a in RNA-seq analysis and TargetScan. The data represented as mean ± SEM. Comparison of genes expression was performed using Kruskal-Wallis test; ^*^ *p* < 0.05 versus siN (Control). siN: siRNA negative control. Scale bars: 100 µm.

**TABLE 1:** Target candidate genes for miR-135a.

Gene symbol	Base mean	Fold change
Cadm4	74.2396	3.3231
Arhgap19	133.0803	2.5688
Adcyap1r1	187.4673	2.4734
Eya1	157.7262	2.4566
Csmd1	67.4648	2.1977
Grid2	50.3297	2.1084
Tefm	93.5072	1.8444
Elovl6	732.3945	1.8217
Slc24a2	142.1385	1.6577
Atg14	169.2565	1.6536
Pcyt1b	63.7849	1.6531
Cplx2	93.4129	1.6442
Ccng2	264.1414	1.6261
Lrrn1	546.8143	1.6100
Acvr1b	238.0046	1.6079
Zdhhc23	111.4538	1.5813
Tsen54	52.7075	1.5577
Chek1	56.2176	1.5462
Hic2	57.2177	1.5351
Atp8a1	461.7237	1.5229
Aifm1	295.0714	1.5058

Upregulated genes in Achilles tendon from *Dicer* cKO mouse by RNA-sequencing which are also predicted by TargetScan for target candidate genes of miR-135a. Differentially expressed genes (1.5-fold difference) are shown as the ratio of *Dicer* cKO to control mice.

## Discussion

The present study investigated tendon-specific *Dicer* cKO mice using *Scx* ^Cre/+^ KI mice. *Dicer* cKO mice exhibited immature tendons with impaired functions through the formation of abnormal collagen fibrils. In previous report, transcriptional factor *Scx* ^−/−^ mice exhibited severe disruption of force-transmitting tendons. However, ligaments, which are tissues connecting bone to bone and closely resemble tendons in their components, and short-range anchoring tendons were not affected (Murchison et al., 2007). Another recent study has been reported that *Scx* ^Cre/Cre^ KI mice (=*Scx* KO) also exhibit morphological defects in force-transmitting and intermuscular tendons, and ligament. However, *Scx* ^Cre/+^ KI mice (=*Scx*Ht) feature grossly/histologically normal tendons/ligaments (Yoshimoto et al., 2017). The present study demonstrates that hypoplastic tendons with abnormal collagen fibrils in *Dicer* cKO mice are significantly more present compared to *Scx*Ht mice. Thus, hypoplastic tendons in *Dicer* cKO mice could depend on the deletion of *Dicer*, rather than on heterogenic *Scx* in *Scx* ^Cre/+^ KI mice. 

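In RNA-seq, Dicer1, on chromosome 12 from 104687742 to 104751952, had 1919 reads in the Control, 2025 in the ScxHt and 1621 in the Dicer cKO library. Its ratio was 0.877 (95% counting interval 0.821 to 0.938) for Dicer cKO/Control, 1.01 (0.95 to 1.08) for ScxHt/Control and 0.882 (0.826 to 0.942) for Dicer cKO/ScxHt. The count covers the whole gene, so reads from transcripts that lack only the floxed part remain in it. Among 10 genes of the miRNA machinery, Dicer1 included, the median log2 ratio was -0.07 (-0.14 to -0.02) for Dicer cKO/Control and 0.10 (-0.01 to 0.17) for ScxHt/Control. Drosha had a Dicer cKO/Control ratio of 1.02 (0.925 to 1.12), Dgcr8 one of 1.14 (0.997 to 1.3), Ago2 one of 0.899 (0.850 to 0.951) and Ago1, the lowest of the 10, one of 0.651 (0.582 to 0.727).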

In the present study, however, the expression level of *Dicer* and most miRNAs was not dramatically downregulated in tendons of *Dicer* cKO mice. This could be explained by the following reasons, as previously described (Yoshimoto et al., 2017); 1) Cre-mediated recombination in *Scx* ^Cre/+^ KI;*Dicer* ^flox/flox^ mouse has low efficiency and 2) The mosaic Cre-mediated recombination which occurred because of heterogeneity in endogenous *Scx* mRNA levels and time window of *Scx* expression in the *Scx*-expressing cells. Thus, the phenotype of tendon and ligament in *Dicer* cKO mice in this study might be milder. Indeed, generated *Dicer* cKO mice using *Scx*Cre Tg mice (Sugimoto et al., 2013) exhibited embryonic lethality or they immediately die after birth because of thoracic deformity (data not shown). 

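In small RNA-seq, 169 of the 334 features (50.6%) had a Dicer cKO/Control ratio below 1, and 4.19% were below 0.60. The median ratio was 0.984, and the middle 50% of the features lay between -0.29 and 0.34 on the log2 scale. Size factors centre the features of a pair, so a fall shared by all miRNAs would not appear in these ratios. For ScxHt/Control, 52.7% of the features were below 1 and 6.93% below 0.60. Scaling by total counts lowered the share below 1 for Dicer cKO/Control to 34.9%. With DESeq2's size factors of the pair, 31.7% had their whole interval below 1 at this depth. The let-7 family, with 12 loci and up to 883070 reads per locus in the Control library, had a median log2 ratio of -0.25 (-0.25 to -0.24) for Dicer cKO/Control and 0.01 (0.01 to 0.02) for ScxHt/Control. Mirlet7i was lowest of these at 0.658 (0.652 to 0.664), and Mirlet7d had a ratio of 1.08 (1.06 to 1.10). Among 10000 random lists matched on expression, the family's Dicer cKO/Control median lay at percentile 51.4. The random lists were drawn from all features of like abundance, the let-7 loci included, which pulls the percentile towards the middle. The percentile thus does not settle whether the family was lower than other features of like abundance. The ScxHt/Control median lay at percentile 99.8, and the Dicer cKO/ScxHt median of -0.24 at percentile 0.865.

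**Figure D6:**
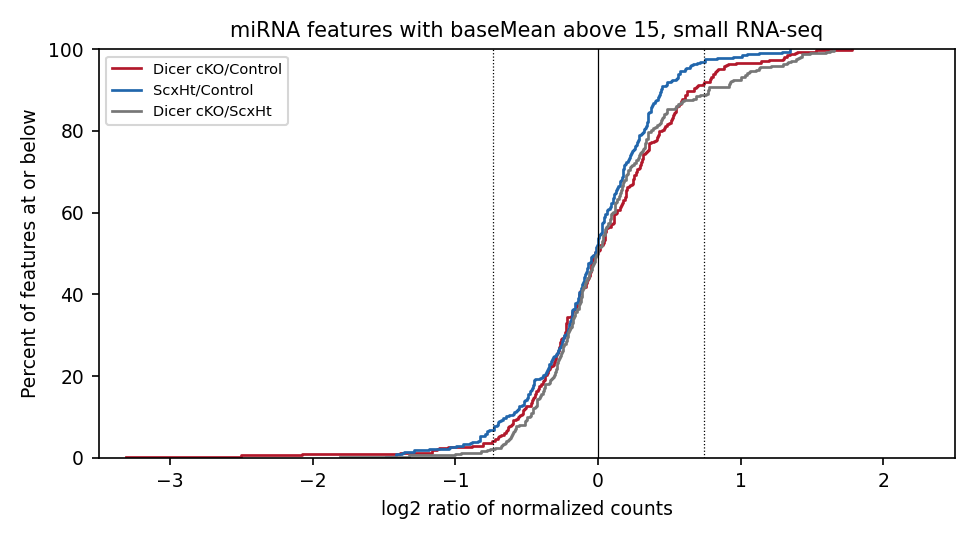
Cumulative share (percent) of miRNA features with a baseMean above 15 by log2 ratio in the 3 comparisons of the small RNA-seq libraries. The solid line marks a ratio of 1 and dotted lines mark 0.60 and 1.67. For Dicer cKO/Control, 50.6% of the features lie below 1.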

Although previous reports demonstrate that expression levels of most miRNAs are reduced in *Dicer* and *Drosha* KO cells (Kobayashi et al., 2008; Kobayashi et al., 2015; Kim et al., 2016; Guo and Wang, 2019), in the present study, most miRNAs were not dramatically downregulated in tendons from *Dicer* cKO mice. Several studies also demonstrate that especially tissue specific- and tissue-enriched miRNAs stably exist in the tissues even after DICER inactivation (Pong and Gullerova, 2018; Oikawa et al., 2019a; Oikawa et al., 2019b; Vechetti et al., 2019). In Drosha, among 1,881 human miRNAs, only 311 miRNAs species are defined as “DROSHA dependent” (Kim et al., 2021). Thus, we may need to further understand miRNAs’ biogenesis.

Many knockout mice exhibiting collagen fibril abnormalities such as *Tnmd* and *Mkx* genes have been shown to have reduced biomechanical strength of the Achilles tendon (Docheva et al., 2005; Ito et al., 2010; Delgado Caceres et al., 2018). Although the fragility of tendon affects its strength remarkably, biomechanical factors, such as tensile strength, were not reduced in the Achilles tendon of *Dicer* cKO mice. Although the causes can be multifactorial, the elongation of Achilles tendon in *Dicer* cKO mice was increased and *Dicer* cKO mice had claudication. This result was demonstrated by our newly developed system which can easily evaluate function of animals by analyzing their movements using artificial intelligence (AI). This unique system has been trained to recognize anatomical landmarks in mice, allowing us to evaluate the gait function using only the video taken by a smartphone. The results of the present study showed that the *Dicer* cKO mice had an excessive range of ankle motion during gait. Previous study shows patients with chronic Achilles tendon injuries exhibit a greater ankle range of motion during running compared with normal subjects, which might support the assertion of our findings (Donoghue et al., 2008). This result suggests that *Dicer* cKO mice, having lost the stiffness in the Achilles tendon, could not control ankle motion during gait appropriately. In the future, such simple and inexpensive analysis of animal movements will be increasingly required to evaluate functions and pain in animal model.

Tendon fibroblasts, which are thought to be responsible for the maturation, maintenance and healing of tendon, are the main cell type in tendons. Approximately 30% of filtered transcripts were differentially regulated between tendons of a given species, and nearly 60% of the filtered transcripts present in anatomically similar tendons were different between species. This study indicates that tendon is a surprisingly heterogenous tissue with substantial genetic variation based on anatomical location and species (Disser et al., 2020). Recently, De Micheli et al. identified 11 distinct types of cells in mouse Achilles tendons, including three populations of tendon fibroblasts with *Col1a1* expressing (tendon fibroblasts 1, tendon fibroblasts 2 and Junctional fibroblasts) using single-cell transcriptomic analysis (De Micheli et al., 2020). Among top differentially expressed genes, ECM-binding genes *osteopontin* (*Spp1*) and *dermatopontin* (*Dpt*), are enriched in tendon fibroblasts 1 and 2, respectively (De Micheli et al., 2020). In the present study, *Dpt* and highly expressed tendon matrix genes in tendon fibroblasts such as *Col1a1* and *Fibromodulin* (*Fmod*), were significantly decreased in Achilles tendons of *Dicer* cKO mice compared with Control mice. Thus, these results indicate that the impaired gene expression patterns in *Dicer* downregulated-tendon fibroblasts were the cause of tendon hypoplasticity with abnormal collagen fibrils in *Dicer* cKO mice. The expression of these tendon matrix genes is regulated by transcriptional factors, such Scx, Mkx, and EGR1 (Murchison et al., 2007; Ito et al., 2010; Guerquin et al., 2013). EGR1 and Scx regulate transcription downstream of mechanical signaling during tendon fibroblast differentiation, tendon formation and healing by regulating tendon-related genes such as *Col1a1* (Lejard et al., 2011; Guerquin et al., 2013; Gaut et al., 2016; Gumucio et al., 2020). *Scx*, *Mkx*, and *EGR1* were downregulated in *Dicer* cKO mice compared with Control mice. Thus, although tendon hypoplasticity and impaired tendon healing in *Dicer* cKO mice might be caused by downregulated *Scx, Mkx* and *EGR1* in *Dicer*-deleted tendon fibroblasts, *EGR1* were downregulated in *both Dicer* cKO mice and *Scx* Ht mice compared with Control mice (Supplementary Figure S2A). 

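In RNA-seq, Egr1, on chromosome 18 from 34859823 to 34864984, had 2217 reads in the Control, 635 in the ScxHt and 772 in the Dicer cKO library. Its ratio was 0.362 (95% counting interval 0.333 to 0.393) for Dicer cKO/Control, 0.274 (0.251 to 0.3) for ScxHt/Control and 1.34 (1.20 to 1.49) for Dicer cKO/ScxHt. Scx, on chromosome 15 from 76457452 to 76459458, had 1055, 686 and 371 reads in the 3 libraries. The Scx ratio was 0.365 (0.324 to 0.411) for Dicer cKO/Control and 0.623 (0.565 to 0.687) for ScxHt/Control, and the ScxHt and Dicer cKO mice both carry the ScxCre knock-in allele. Mkx, on chromosome 18 from 6934518 to 7004780, had a ratio of 0.913 (0.857 to 0.972) for Dicer cKO/Control and 1.14 (1.08 to 1.21) for ScxHt/Control.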

Recently, *Tppp3*, and *Pdgfra* expressing cell population are identified as potential TSPCs and involved in tendon healing (Staverosky et al., 2009; Harvey et al., 2019; De Micheli et al., 2020). Thus, the impairment of tendon development and tendon healing in *Dicer* cKO mice might be associated with TSPCs because the expression of *Tppp3* and *Pdgfra* was significantly decreased in Achilles tendon of *Dicer* cKO mice. Furthermore, the function of miR-1247 was not reported in tendon. However, downregulated miR-135a in *Dicer* cKO mice was reported to be downregulated in aged compared with young TSPCs and overexpression of miR-135a in young TSPCs suppresses senescence, promotes proliferation, and induces migration and tenogenic differentiation (Chen et al., 2015). Thus, the number and/or function of TSPCs in tendon may be reduced in *Dicer* cKO mice. Furthermore, in the present study, miR-135a might play an important role in tendon maturation and healing because miR-135a mimic increased the expression of *Tnmd* and *Tppp3* in iATDF. Indeed, the upregulated genes, including the 21 target candidate genes for miR-135a, were involved in mitotic cell cycle based on the result of GO analysis (Supplementary Figures S2B,C). Thus, the upregulated genes in Scx-positive TSPCs including target genes that are directly regulated by miR-135a might cause immature tendon *via* abnormal TSPCs (proliferation and differentiation) in *Dicer* KO mice (Table 1 and Supplementary File).

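Of a list of 20 mitotic genes, 17 passed the minimum in RNA-seq. Their median log2 ratio was 0.92 (95% counting interval 0.85 to 1.06) for Dicer cKO/Control, with an interval above 1 for 16 genes and a ratio above 1.67 for 13. For ScxHt/Control the median was 0.84 (0.76 to 1.04) and the interval lay above 1 for all 17. For Dicer cKO/ScxHt it was 0.07 (-0.13 to 0.14), with 4 genes higher and 4 lower by their intervals. Mki67, on chromosome 7 from 135689784 to 135716361, had 1520 reads in the Control, 2776 in the ScxHt and 2756 in the Dicer cKO library. Its ratio was 1.88 (1.77 to 2.01) for Dicer cKO/Control and 1.75 (1.64 to 1.86) for ScxHt/Control. Top2a had ratios of 2.03 (1.82 to 2.28) and 1.79 (1.60 to 2.00). Of the genes of Table 1, Chek1 had 45, 84 and 67 reads in the 3 libraries and ratios of 1.55 (1.04 to 2.31) for Dicer cKO/Control and 1.79 (1.23 to 2.63) for ScxHt/Control, and Ccng2 had ratios of 1.63 (1.36 to 1.95) and 0.954 (0.782 to 1.16).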

DICER has a role in the biogenesis of most, if not all, miRNA and is essential for mammalian development, with *Dicer*-deficient mice dying due to a lack of detectable multipotent stem cells or differentiation capacity (Bernstein et al., 2003; Kanellopoulou, 2005; Kim et al., 2016). It has been reported that *Dicer* plays an important role in the development of the musculoskeletal system through the regulation of cell death, proliferation, and differentiation (Harfe et al., 2005; O’Rourke et al., 2007; Kobayashi et al., 2008; Gaur et al., 2010; Mizoguchi et al., 2010; Cheung et al., 2012; O’Toole et al., 2017). In the present study, it is unclear whether the fragility of tendon in *Dicer* cKO mice depends on Dicer-dependent impaired miRNA biogenesis or deficiency of essential DICER function. Although the approach that present study has taken may not be enough to identify tendon specific- or tendon functional-miRNAs, we focused on three differentially expressed and tendon-specifically expressed miRNAs between the tendons of Control and *Dicer* cKO mice from miRNA profiling using RNA sequencing. We should further examine the causes of tendon hypoplasia in *Dicer* cKO mice including the role of these miRNAs in tendon using gain- and loss of function mice, because it may not only be due to impaired miRNA biogenesis but also other functions of DICER such as DNA damage response (Burger et al., 2017). Recently, the peptide-mediated miRISC inhibition has been employed as an alternative approach for analyzing miRNA function without ablation of core miRNA biogenesis factors such as DICER (La Rocca et al., 2021). This approach may lead us to further interpretation in the role of miRNAs in various tissues including tendon.

Together, in this study, tendon-specific *Dicer* cKO mice exhibited immature tendons in which collagen fibrils have unordered structure with the downregulation of tendon-related genes and miRNAs. 

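The mouse genome holds 2 loci for miR-135a, Mir135a-1 on chromosome 9 from 106154124 to 106154213 and Mir135a-2 on chromosome 10 from 92072086 to 92072185 (GRCm38). Mir135a-1 overlaps an exon of Glyctk on the opposite strand, and Mir135a-2 lies in an intron of Rmst. Both give the mature sequence UAUGGCUUUUUAUUCCUAUGUGA, so small RNA-seq reads of it cannot be assigned to one locus. Mir135a-1 had 38 reads in the Control, 13 in the ScxHt and 16 in the Dicer cKO library, and Mir135a-2 had 41, 13 and 16. By count in the Control library they ranked 285 and 280 among the 634 features with reads. The Dicer cKO/Control ratio was 0.483 (95% counting interval 0.251 to 0.886) for Mir135a-1 and 0.447 (0.234 to 0.814) for Mir135a-2. The ScxHt/Control ratios were 0.385 (0.188 to 0.740) and 0.357 (0.176 to 0.680), and the Dicer cKO/ScxHt ratio was 1.23 (0.555 to 2.78) at both loci, so no difference between Dicer cKO and ScxHt was detectable at this depth.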

We identified miR-135a which were highly expressed in tendon and downregulated by *Dicer* deletion. Thus, DICER and miRNAs play an important role in tendon maturation, and miR-135a may have the potential to become key miRNA for tendon maturation and healing.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI's Gene Expression Omnibus (GEO) accession number GSE186353 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186353).

# Supplementary material for: Tendon-Specific Dicer Deficient Mice Exhibit Hypoplastic Tendon Through the Downregulation of Tendon-Related Genes and MicroRNAs
**Source:** Front Cell Dev Biol. 2022 Jun 14;10:898428. doi: 10.3389/fcell.2022.898428
**Supplement:** Supplementary file 1

## *Supplementary Materials and Methods*

### **Supplementary Methods**

#### **RNA sequencing analysis**

Total RNA from Achilles tendon of Control, *Scx*Ht and *Dicer* cKO mice (one sample per group) was isolated using Isogen reagent (Nippon gene, Tokyo, Japan) and RNA purification kit (Direct-zol RNA microprep, Zymo Research, California, USA). RNA libraries were generated and sequenced by K. K. DNAFORM (Yokohama, Japan). The quality and quantity of the RNA samples were checked using an Agilent bio-analyzer. Paired end RNA-Seq libraries and small RNA-seq libraries were generated by K. K. DNAFORM using the Illumina provided protocol. Both libraries were sequenced on an Illumina HiSEQ4000 using Illumina provided reagents and protocols. Adaptor sequences were removed from sequenced reads, and the trimmed reads were mapped to the GRCm38-mm10 assembly of the mouse genome with Tophat and bowtie2. Raw read counts were then assigned to genes using HTSeq. Differential gene expression was analyzed with the R Bioconductor DESeq2 package (Love et al., 2014) using shrinkage estimation for dispersions and fold changes to improve stability and interpretability of estimates. MA plots were generated using custom R scripts. Differential expressed genes (baseMean>50 counts, fold change>1.67 or <0.60) were extracted and subsequently imported into gene ontology enrichment analysis with Metascape (<https://metascape.org>) (Zhou et al., 2019).

The RNA-seq and small RNA-seq data are available under GEO Series accession number GSE186353 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186353>).

### **REFERENCE**

Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* 15(12), 550. doi: 10.1186/s13059-014-0550-8.

Zhou, Y., Zhou, B., Pache, L., Chang, M., Khodabakhshi, A.H., Tanaseichuk, O., et al. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun* 10(1), 1523. doi: 10.1038/s41467-019-09234-6.

## Supplementary Figures

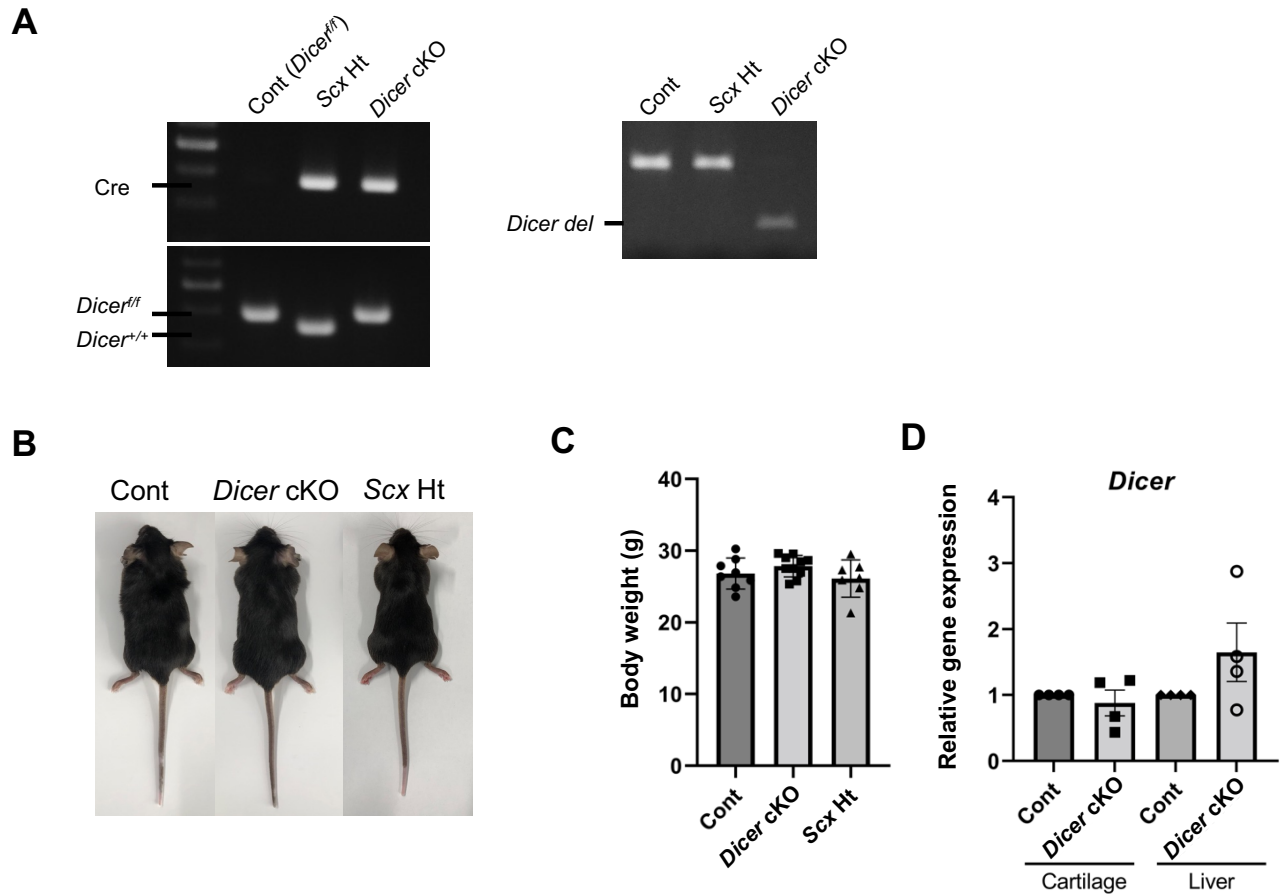

**Supplementary Figure 1.** (A) Genotyping of Control (*Dicer<sup>fl/fl</sup>*), ScxHt (*Scx<sup>Cre/+</sup>Dicer<sup>+/+</sup>*) and *Dicer* conditional Knockout mice (*Scx<sup>Cre/+</sup>Dicer<sup>fl/fl</sup>*) by genomic DNA PCR from tail tip. (B) Growth was normal in mice of each genotype. (C) Body weight of Cont, *Dicer* cKO and ScxHt mice at 10 weeks of age (Cont mice n=8, *Dicer* cKO mice n=10, ScxHt mice n=7). Data are represented as mean  $\pm$  S.D. Comparison of mean values was performed using one-way ANOVA and LSD test. (D) The expression of *Dicer* was not downregulated in cartilage and liver of Cont and *Dicer* cKO mice. Data are represented as mean  $\pm$  SEM. Comparison of *Dicer* expression was performed using Welch's *t* test. n.s. : no significant difference. Cont: Control.

**A**

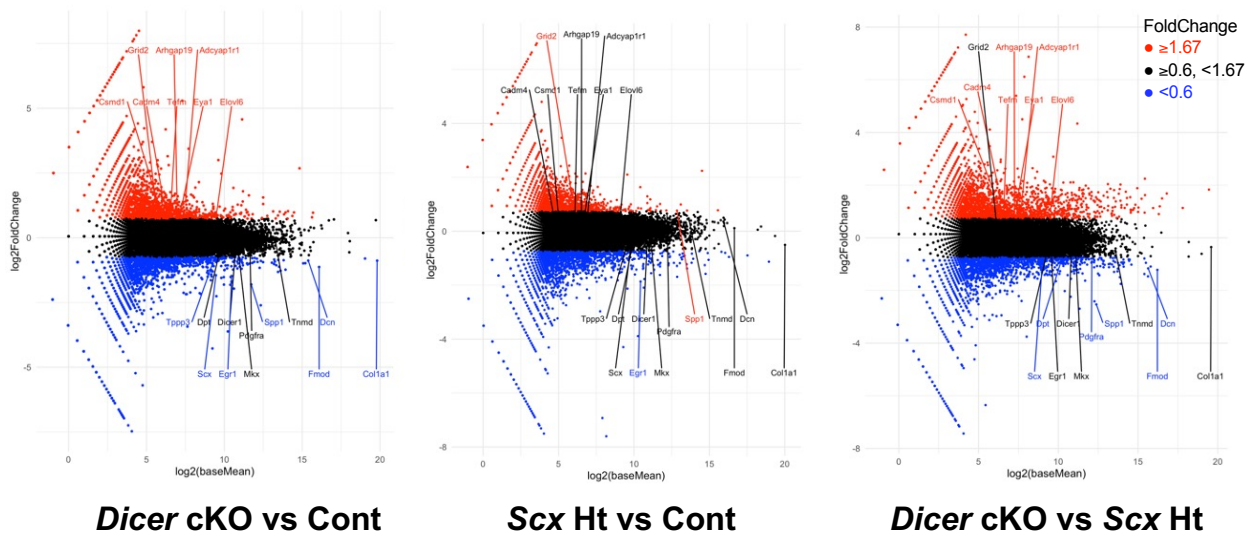

**B**

**Dicer cKO-up**

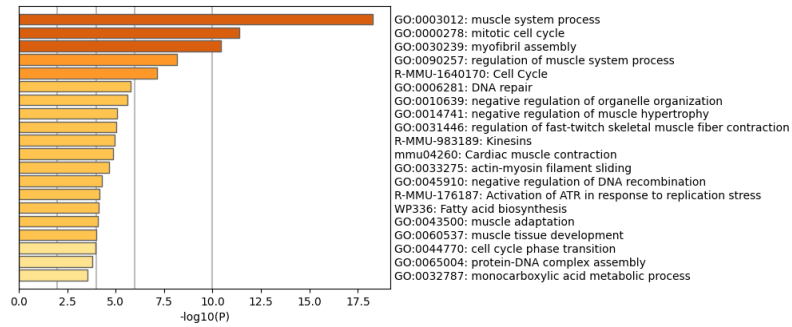

**Dicer cKO-down**

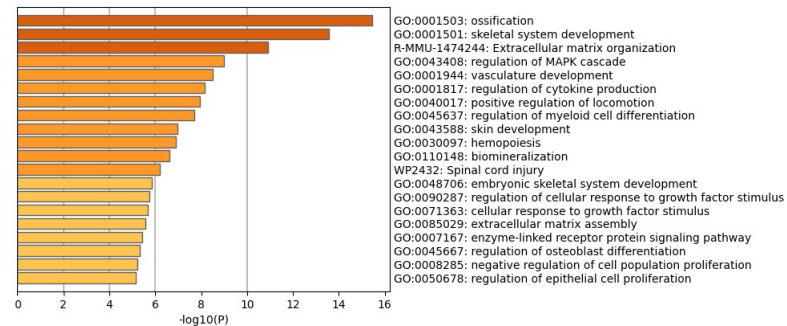

**C**

**miR-135a-targeted genes**

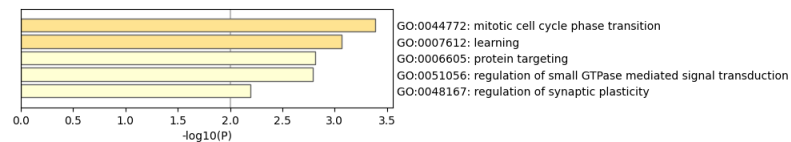

**Supplementary Figure 2. (A)** MA plots for pair comparison of the transcriptomes of Achilles tendon from Control, *Dicer* cKO or *Scx*Ht mice. Red color dots resembling fold change of sequence reads are greater than 1.67, blue color dots resembling fold change are less than 0.6; **(B)** Top 20 enriched gene ontology terms in up- or down-regulated gene sets of *Dicer* cKO mouse Achilles tendon; **(C)** Gene ontology enrichment analysis for the 21 target candidate genes for miR-135a in the Achilles tendon of *Dicer* cKO mouse.

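In RNA-seq, 414 of 13563 genes were higher and 641 lower for ScxHt/Control, and 1039 of 13555 were higher and 770 lower for Dicer cKO/ScxHt. With total-count scaling the balance turned, to 638 higher and 452 lower for ScxHt/Control and 916 and 971 for Dicer cKO/ScxHt. The whole interval lay past the threshold for 73 and 270 genes in the first and for 572 and 300 in the second of these comparisons. Of the 523 genes higher for Dicer cKO/Control, 102 were also higher for ScxHt/Control and 280 were also higher for Dicer cKO/ScxHt. Of the 564 lower genes, 112 were also lower for ScxHt/Control and 261 also for Dicer cKO/ScxHt. The minimum baseMean moved the counts most, and with none required 5392 genes were higher and 5496 lower for Dicer cKO/Control.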

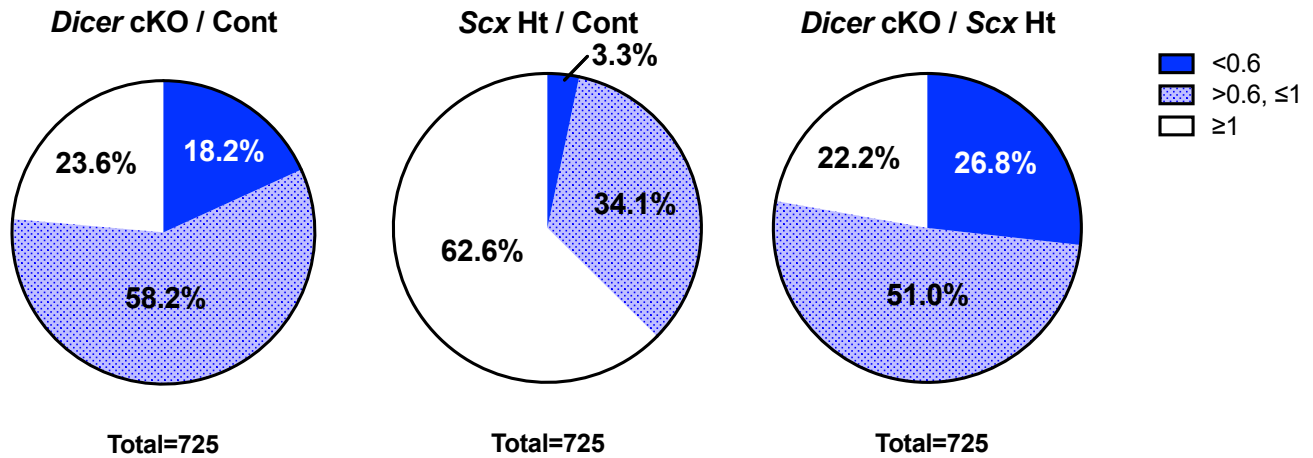

**Supplementary Figure 3.** Pie charts showing the percentage of tendon fibroblast-related genes with different degrees of downregulation compared to the overall tendon fibroblast-related genes based on the RNA-seq data. n=1 mouse for each genotype.

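The pie charts sort the tendon fibroblast-related genes by their Dicer cKO/Control ratio. For comparison, the same limits were applied to the 13504 genes of the RNA-seq libraries that passed the minimum baseMean. Of these, 4.18% had a ratio below 0.60, 50.0% had one from 0.60 up to 1, and 45.8% had one of 1 or more. For ScxHt/Control, the shares were 4.73%, 42.7% and 52.6% of 13563 genes. The tendon fibroblast-related gene set itself was not analysed here.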

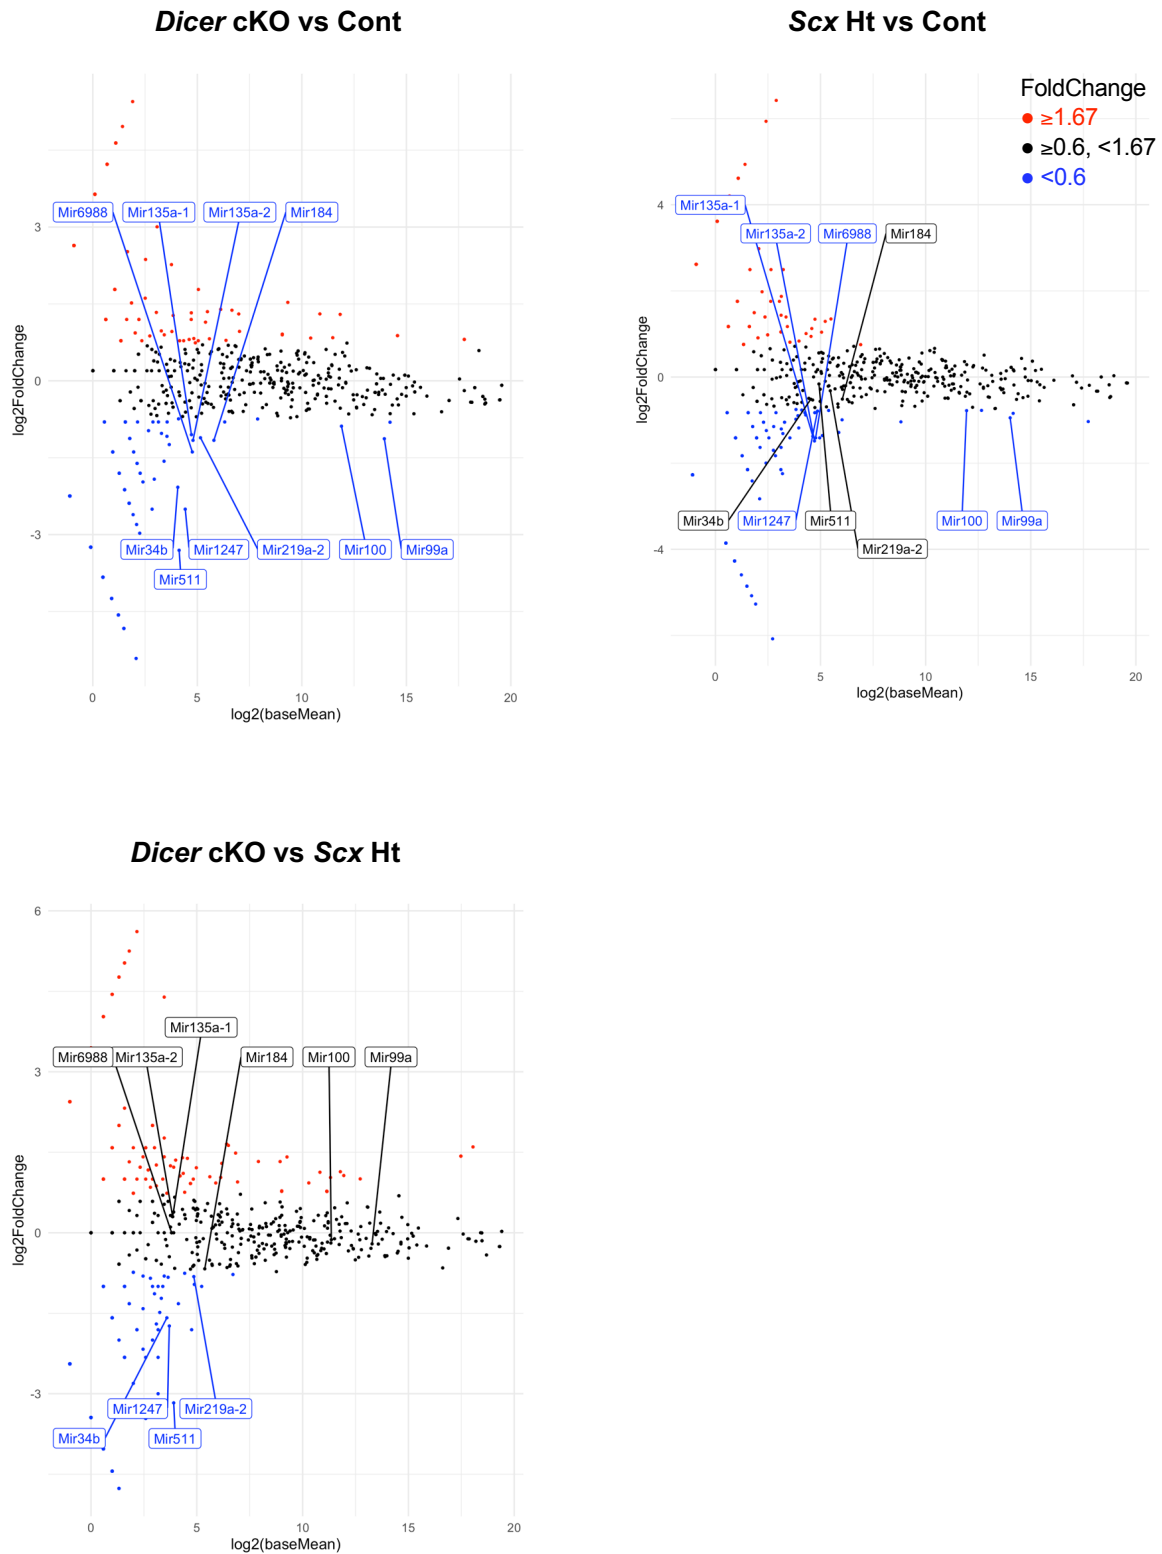

**Supplementary Figure 4.** MA plots for pair comparison of the small RNA transcriptomes of Achilles tendon from Cont, *Dicer* cKO or *Scx*Ht mice. Red color dots resembling fold change of sequence reads are greater than 1.67, blue color dots resembling fold change less than 0.6. n=1 mouse for each genotype.

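In small RNA-seq, 28 of the features were higher for Dicer cKO/Control, and the whole interval lay above 1.67 for 12 of them. For ScxHt/Control, 10 features were higher and 23 lower, and for Dicer cKO/ScxHt 36 were higher and 7 lower. For ScxHt/Control, total-count scaling gave 25 higher and 10 lower features, and total counts without features above 1% gave 15 and 12. Of the 28, 4 were also higher for ScxHt/Control and 15 for Dicer cKO/ScxHt. Among the higher features, named after their values were seen, Mir338, in an intron of Aatk on chromosome 11 from 120014765 to 120014862, had 354 reads in the Control and 892 in the Dicer cKO library, a ratio of 2.89 (95% counting interval 2.55 to 3.28). Mir182 and Mir183 had ratios of 2.47 (1.88 to 3.27) and 2.60 (1.90 to 3.58).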

**Supplementary Table 1.**

| Gene Name           | Assay ID     |
|---------------------|--------------|
| <i>Dicer1</i>       | Mm00521731m1 |
| <i>Scx</i>          | Mm01205675m1 |
| <i>Mkx</i>          | Mm00617017m1 |
| <i>Egr1</i>         | Mm00656724m1 |
| <i>Col1a1</i>       | Mm00801666g1 |
| <i>Col3a1</i>       | Mm01254476m1 |
| <i>Tnmd</i>         | Mm00491594m1 |
| <i>Fmod</i>         | Mm00491215m1 |
| <i>Bgn</i>          | Mm00455918m1 |
| <i>Dcn</i>          | Mm00514535m1 |
| <i>Dpt</i>          | Mm00498111m1 |
| <i>Spp1</i>         | Mm00436767m1 |
| <i>Pdgfra</i>       | Mm0044070m1  |
| <i>Tppp3</i>        | Mm01251070m1 |
| <i>Gapdh</i>        | Mm99999915g1 |
| <i>has-miR-135a</i> | RT/TM 002232 |
| <i>mmu-miR-511</i>  | RT/TM 002549 |
| <i>has-miR-1247</i> | RT/TM 002893 |
| <i>U6 snRNA</i>     | RT/TM 001973 |

Real time PCR was performed with the TaqMan Gene Expression Assay and microRNA Assay probes.

**Supplementary Table 2.**

| Rank | Gene Name  | Expression<br>(base mean) | <i>Dicer</i> cKO/Cont<br>Ratio |
|------|------------|---------------------------|--------------------------------|
| 1    | miR-511    | 17.485                    | 0.101                          |
| 2    | miR-1247   | 21.426                    | 0.176                          |
| 3    | miR-34b    | 16.756                    | 0.237                          |
| 4    | miR-6988   | 27.11                     | 0.382                          |
| 5    | miR-135a-2 | 27.713                    | 0.447                          |
| 6    | miR-184    | 55.427                    | 0.447                          |
| 7    | miR-99a    | 15795.958                 | 0.457                          |
| 8    | miR-219a-2 | 35.527                    | 0.463                          |
| 9    | miR-135a-1 | 26.312                    | 0.483                          |
| 10   | miR-100    | 3814.216                  | 0.541                          |

**Supplementary Table 2.** Top 10 of the most downregulated miRNAs in Achilles tendon from *Dicer* cKO mouse by smallRNA-sequencing

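Mir6988 lies in an intron of Syvn1 on chromosome 19 from 6051334 to 6051392 (GRCm38). It had 42 small RNA-seq reads in the Control, 14 in the ScxHt and 14 in the Dicer cKO library. The ratio was 0.382 (95% counting interval 0.193 to 0.714) for Dicer cKO/Control and 0.376 (0.189 to 0.701) for ScxHt/Control.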

\*miR-6988 were registered in mouse only.

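Applied to the RNA-seq counts, a ratio of at least 1.5 or below 0.67 with a baseMean above 50 gave 902 gene symbols higher and 996 lower in Dicer cKO than in Control, on 1916 rows of the count table. The ratio and the baseMean of each differed from the values the paper lists by at most 0.00600%. Of the 914 higher rows, 229 were also at or above 1.5 for ScxHt/Control and 515 for Dicer cKO/ScxHt. Of the 1002 lower rows, 216 were also below 0.67 for ScxHt/Control and 514 for Dicer cKO/ScxHt. With the minimum baseMean required for Dicer cKO/Control but not for Dicer cKO/ScxHt, 284 symbols were higher and 266 lower past 1.67 or 0.60 against both Control and ScxHt. Of these, 4 of the 5 with the highest Dicer cKO/Control ratios were Ugt8a at 39.6 (95% counting interval 19.8 to 92.5), RP23-6F21.1 at 18.2 (8.97 to 42.9), Mal at 11.2 (7.99 to 16.3) and Cldn19 at 8.67 (5.23 to 15.3). The 5 with the lowest were Htra4 at 0.0917 (0.0626 to 0.130), Igsf8 at 0.131 (0.0710 to 0.225), Prelp at 0.166 (0.157 to 0.175), Coch at 0.178 (0.103 to 0.291) and Junb at 0.211 (0.165 to 0.266).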

**Supplementary File.** List of up- and down-regulated genes in Achilles tendon from *Dicer* cKO mouse by RNA-sequencing (cut off: *Dicer* cKO/Control ratio >1.5, baseMean >50 counts).

**Supplementary Videos.** The movement of the shaved hindlimb of mice was recorded over 30 images per second of video, and the part of the video where the mice were continuously positioned in the center two-thirds of the image was analyzed. Residual Network (ResNet-50), one of the neural networks pre-trained by ImageNet was used to learn transitions in the mice's gait videos and automatically track the mice's anatomical landmarks: the knee joint, heel, and fifth metatarsal head. The coordinates of the three obtained landmarks were obtained, and the angles between the three landmarks were calculated using inverse trigonometric functions. The angular velocity was calculated by time derivative of the obtained change in the ankle joint angle.

How the deposited data were processed for this re-analysis (not part of the article)

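RNA-seq and small RNA-seq covered Achilles tendon RNA of 3 genotypes at 4 weeks of age: Control (Dicer fl/fl), ScxHt (ScxCre/+ with intact Dicer alleles) and Dicer cKO (ScxCre/+ Dicer fl/fl). Each assay had 1 library per genotype, 6 libraries in all, and the sample labels give the same tendon sample for the RNA-seq and the small RNA-seq library of a genotype. Real-time PCR, histology, cell culture and the other experiments of the paper were not analysed here.

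According to the Supplementary Methods, the authors removed adaptors, mapped the trimmed reads to GRCm38 with Tophat and bowtie2 and assigned raw read counts to genes with HTSeq, and these counts were deposited without normalization. The RPKM values deposited for each library were made by the authors from the same counts, scaled by the length of the feature and by the total counts of the library, as the values themselves show. The paper's text does not name the versions, the annotation release or the strand setting. The RNA-seq table holds 54189 features, and 463 of its lines repeat an earlier line in name and counts. Some genes with a count of 0 have an RPKM above 0 (692 in the Control, 763 in the ScxHt and 605 in the Dicer cKO library), so the counts were rounded to whole numbers. In small RNA-seq, 41 of the 328 features with more than 50 counts in all share their 3 counts with another feature, because reads that fit several loci were counted at each of them. The counts were used for every result, and the RPKM values only for the length of the features.

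RNA-seq counts add up to 14959399 to 16244232 per library and small RNA-seq counts to 8435829 to 10986541. Mitochondrial genes held 3.45% of the RNA-seq counts in the Control, 2.12% in the ScxHt and 4.43% in the Dicer cKO library. Size factors were estimated on the 2 libraries of each comparison with DESeq2 1.42.0 in R 4.3.3, and ratios, intervals and list statistics were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. No log2 shrinkage, pseudocount or dispersion model was applied. Genes needed a baseMean above 50 in RNA-seq and above 15 in small RNA-seq, as the paper states, and were counted as higher above a ratio of 1.67 and as lower below 0.60. For the Supplementary File and Table 1, ratios of at least 1.5 or below 0.67 were used. The 95% Clopper-Pearson interval of each ratio covers counting error only, and a count of 3 or fewer reads was taken as the floor. With 1 library per genotype, no test across mice was possible and no p-value was computed. The 3 comparisons were Dicer cKO/Control, ScxHt/Control and Dicer cKO/ScxHt.

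The genes named were set by a rule before the data were examined: those the paper names from its RNA-seq, small RNA-seq, tables and real-time PCR, the members of the gene lists, and the 5 highest and 5 lowest Dicer cKO/Control ratios among genes past 1.67 or 0.60 in the same direction against both Control and ScxHt. Others are marked as named after their values were seen. Single values of some genes that this rule covers are not reported here. The 24 gene lists were set at the same time, after the paper and its Supplementary File, which holds genes picked from these libraries, were read. They cover the tendon genes of Supplementary Figure S2A, Table 1, Supplementary Table 2, the miRNA machinery, skeletal, slow and developing muscle, myelinating Schwann cells, other Schwann cell genes, mitosis, immediate early genes, adipocytes, erythroid cells, cartilage and bone, small proteoglycans and tendon matrix, macrophages, endothelium, sex-linked genes, interferon response, let-7 targets, imprinted genes, muscle miRNAs, miRNAs of blood and endothelium, and the let-7 family. A list's value is the median log2 ratio of its members above the minimum baseMean over the 3 libraries, with an interval from 2000 draws of the counts, and its percentile among 10000 random lists matched on 20 bins of mean expression.

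Positions and 3' UTRs came from GENCODE vM21 on GRCm38, read with pysam 0.24.0. By symbol, 52.5% of the RNA-seq features and 84.8% of those with enough counts were found in it, and 97.0% and 94.0% of the small RNA-seq features. Genes with an 8mer site in their longest 3' UTR were compared with random lists matched on expression and on UTR length, for 25 families of miRNAs. The procedure was tested on simulated libraries with counting error alone, in which some genes changed 3-fold. With no spread between mice simulated, the values below check the computation and give no rate of false calls between real mice. In RNA-seq, all 190 changed genes and 9 of 13248 unchanged genes were called, and 95.1% of the intervals held the true ratio. In small RNA-seq these were all 66 changed and 3 of 268 unchanged features, and 96.4%.

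The alternatives were edgeR 4.0.16 TMM scaling, total counts, DESeq2 size factors over all 3 libraries, total counts without features above 1% of any library, other minimum baseMeans (10, 200 or none in RNA-seq, 5 or 100 in small RNA-seq), ratio thresholds of 2 and 0.5, a pseudocount of 1, and the whole interval past the threshold. Enrichment of gene ontology terms, the target predictions of TargetScan 7.2 and the published set of tendon fibroblast-related genes were not used here.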

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

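The gene lists and the alternatives in the processing were chosen before the data were examined, though the lists were chosen after the paper and its Supplementary File of genes from these libraries were read, and every test of an explanation below was chosen after its result was seen.

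Genes of myelinating Schwann cells, which the paper does not discuss, were higher in the Dicer cKO library than in both others. Of 14 such genes, 9 had enough counts, 6 of them were above the minimum in the Control library alone, and 8 of the 14 are in the paper's Supplementary File. Their median log2 ratio was 2.90 (95% counting interval 2.48 to 3.09) for Dicer cKO/Control, -0.13 for ScxHt/Control and 2.97 for Dicer cKO/ScxHt. Mbp had 195 reads in the Control and 1403 in the Dicer cKO library. Pmp22, the most abundant, rose least, with a ratio of 1.34 (1.28 to 1.41). Counting error is not enough for this difference, since the interval lay above 1.67 for 7 of the 9 genes and above 1 for all 9. The scaling of the libraries is not enough either, as the median stayed between 2.90 and 2.97 under the scalings tried. A lower share of tendon cells in the Dicer cKO sample, with nothing else changed, would raise the genes of all other cell types alike. The endothelial and the macrophage list differed by 0.56 on the log2 scale, at 0.14 (0.09 to 0.19) and -0.42 (-0.51 to -0.33). For ScxHt/Control, between mice that both have Dicer, they lay further apart, at -0.53 and 0.79. The gap thus cannot rule out a lower share of tendon cells as a part of the difference. More nerve tissue in the Dicer cKO sample is a candidate explanation. The 3 Schwann cell genes outside myelin with enough counts, all of them above the minimum in Control, had a median of 0.71 (0.38 to 1.08), and the interval lay above 1 for 2 of them. Their ratios were 3.27 for Cdh19, 1.63 for Erbb3 and 1.28 for L1cam, and Cdh19 and Erbb3 are the 2 of the list's 7 genes in the Supplementary File. For ScxHt/Control their median was -0.11, or 0.40 with the members above a baseMean of 10, and for Dicer cKO/ScxHt it was 1.85. Of the 5 list members outside the Supplementary File, most of them with few reads, the interval lay above 1 for 3 for Dicer cKO/Control, 2 for ScxHt/Control and 1 for Dicer cKO/ScxHt. For Dicer cKO/Control the ratios of the 3 were 7.96 (3.96 to 18.1) for Sox10, 2.42 (1.48 to 4.09) for S100b and 2.83 (1.62 to 5.16) for Ngfr, and S100b and Ngfr were the 2 also higher for ScxHt/Control. There the 9 myelin genes with enough counts had the median of -0.13, although Pmp22, at 1.27 (1.21 to 1.33), and Gldn, a myelin gene with few reads, at 2.14 (1.08 to 4.48), were higher too, so the support for this explanation is mixed. Whether nerve came along at dissection in 1 mouse or belongs to the deletion of Dicer was not tested and stays open.

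Mitotic genes, which the paper reports as higher in Dicer cKO, were higher in ScxHt as well, a comparison the paper does not report for them. The median log2 ratio of the 17 genes with enough counts was 0.84 for ScxHt/Control, and the interval lay above 1 for all 17. Of these, 12 were above the minimum in Control, and 11 of the list's genes are in the Supplementary File. Over the scalings the median lay between 0.82 and 0.94 for ScxHt/Control and between 0.92 and 0.98 for Dicer cKO/Control, so neither counting error nor scaling accounts for it. For Dicer cKO/ScxHt the median was 0.070, with 4 genes higher and 4 lower by their intervals. The deletion of Dicer and a difference of the 1 Control mouse from the others cannot be told apart as sources of the higher mitotic genes in Dicer cKO, because no genotype has more than 1 mouse. The ScxCre allele that ScxHt and Dicer cKO share stays open and was not tested.

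Muscle miRNAs, which the paper does not discuss for these libraries, followed the muscle genes. The 9 loci of this list, all above the minimum in Control, had a median log2 ratio of 0.69 (95% counting interval 0.59 to 0.81) for Dicer cKO/Control, -0.64 (-0.66 to -0.51) for ScxHt/Control and 1.29 (0.80 to 1.43) for Dicer cKO/ScxHt. By interval, 8 of the 9 were higher for Dicer cKO/Control and 6 were lower for ScxHt/Control. Mir206 had 310922 reads in the Control, 134734 in the ScxHt and 408434 in the Dicer cKO library. Over the scalings the median lay between 0.69 and 0.88 for Dicer cKO/Control and between -0.64 and -0.44 for ScxHt/Control. Loci of 1 miRNA can share their reads, so the 9 loci are not 9 separate measurements. Different amounts of muscle tissue in the samples are a candidate explanation of the higher skeletal muscle genes in Dicer cKO, since the muscle miRNAs of the other assay, with 0.69, had the sign of the skeletal muscle list in both comparisons with Control, which share the 1 Control library. Different amounts of muscle with the same mix of fibres are not enough, because the slow muscle list fell further than the skeletal muscle list for ScxHt/Control, a log2 difference of -1.15, and the interval of 4 skeletal muscle genes lay above 1 there. Among these, Myh4 had a ratio of 4.70 (4.59 to 4.81) and Pvalb one of 3.22 (2.97 to 3.51) for ScxHt/Control. The slow muscle list had medians of -1.51 for ScxHt/Control and 1.88 for Dicer cKO/ScxHt, the skeletal muscle list one of 1.26 for Dicer cKO/ScxHt, and the developing muscle list, with 4 of 9 genes above the minimum, -0.28 and 1.06. A change of muscle through the deletion of Dicer in tendon was not tested and stays open.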

How the results depend on the processing

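No test was chosen after a result was seen in this part, and all alternatives were set in advance. The DESeq2 size factors over all 3 libraries and TMM scaling left all counts of genes and miRNAs past the thresholds, all shares of miRNAs and the Dicer cKO/Control medians of the tendon, skeletal muscle, mitotic, cartilage and bone and matrix lists, Table 1 and Supplementary Table 2 within the limits used. These limits were a factor of 1.5 for counts and the 95% interval for shares and other values. The same holds for a pseudocount of 1 on the counts and shares. With 1 library per genotype, none could be left out in turn. No paired analysis was possible because no mouse gave more than 1 library of an assay. Total-count scaling moved the median log2 ratio of all RNA-seq features for ScxHt/Control from 0.02 to 0.12, and that of small RNA-seq features from -0.03 to 0.16 for Dicer cKO/Control and from -0.02 to 0.18 for ScxHt/Control. Leaving out features above 1% of any library moved the small RNA-seq medians to 0.09 and 0.07. Each of these scalings multiplies every ratio of a comparison by 1 factor, so the moves they cause are shared by all features.

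In RNA-seq, a minimum baseMean of 10 gave 1563 higher and 1435 lower genes for Dicer cKO/Control, 1235 and 1608 for ScxHt/Control, and 2181 and 1553 for Dicer cKO/ScxHt. A minimum of 200 gave 160 and 239, 86 and 285, and 521 and 384, and no minimum gave 5392 and 5496, 5205 and 5552, and 6012 and 5667. These changes follow from the number of genes admitted. Thresholds of 2 and 0.5 gave 215 and 216, 124 and 291, and 611 and 317, and the whole interval past the threshold gave 164 and 184, 73 and 270, and 572 and 300, since both are stricter rules on the same genes. Total-count scaling gave 673 higher and 441 lower genes for Dicer cKO/Control, 638 and 452 for ScxHt/Control, and 916 and 971 for Dicer cKO/ScxHt, so which direction had more genes changed in all 3 comparisons. For Dicer cKO/Control it also changed with TMM, at 580 and 524, with size factors over all 3 libraries, at 567 and 541, without features above 1%, at 587 and 512, and with a minimum baseMean of 10. At 1.5-fold, 2241 genes were higher and 2101 lower for Dicer cKO/Control with a minimum of 10, 312 and 448 with one of 200, and 298 and 334 by the whole interval. The depth limits these calls, since for Dicer cKO/Control and ScxHt/Control most genes past a threshold have intervals that reach back over it.

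In small RNA-seq, total-count scaling gave 46 higher and 9 lower miRNA features for Dicer cKO/Control and 25 and 10 for ScxHt/Control, and 15 were higher and 12 lower for ScxHt/Control without features above 1%. A minimum baseMean of 5 gave 25 lower features for Dicer cKO/Control, 29 higher and 43 lower for ScxHt/Control, and 55 and 33 for Dicer cKO/ScxHt. One of 100 gave 14 higher and 4 lower, 2 and 6, and 19 and 1 in the 3 comparisons. By the whole interval, 12 were higher and 6 lower for Dicer cKO/Control, 0 and 4 for ScxHt/Control, and 16 and 1 for Dicer cKO/ScxHt. The share of features below 0.60 for Dicer cKO/Control became 1.70% with a minimum of 100 and 1.80% by the whole interval. For ScxHt/Control it became 3.04% with total counts, 3.65% without features above 1%, 10.6% and 2.58% with minimums of 5 and 100, and 1.20% by the whole interval, and for Dicer cKO/ScxHt 8.29% and 0.429% with these minimums and 0.311% by the whole interval. The share below 1 became 34.9% with total counts, 41.0% without features above 1% and 31.7% by the whole interval for Dicer cKO/Control, 31.3%, 43.5% and 32.8% for ScxHt/Control, and 45.1% and 33.9% under the last 2 of these for Dicer cKO/ScxHt.

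The correlation across genes of the log2 ratios against Control fell to 0.069 with a minimum baseMean of 200; the cause was not tested. Among list medians for Dicer cKO/Control, total-count scaling gave -0.63 for the tendon genes, 0.92 for skeletal muscle, -0.98 for the miRNAs of Supplementary Table 2 as well as -0.71 for cartilage and bone and -0.51 for small proteoglycans and tendon matrix, all with the same sign as before. With members above a baseMean of 10 the cartilage and bone list was at -0.68, and with members above 200 it was at -1.09 and Supplementary Table 2 at -1.01, from other sets of members. Some medians near 0 changed sign. Under total-count scaling, these were the adipocyte list for Dicer cKO/ScxHt at -0.039, the erythroid list at 0.078 and Xist at 0.072 for ScxHt/Control, and the miRNAs of blood and endothelium at 0.066 for Dicer cKO/Control and 0.0013 for ScxHt/Control. Without features above 1%, the miRNAs of blood and endothelium were at 0.0048 for Dicer cKO/Control. With members above 200 they were at -0.11 for Dicer cKO/ScxHt and the genes of Table 1 at -0.057 for ScxHt/Control, and with members above 10 the Schwann cell genes outside myelin were at 0.40 for ScxHt/Control. Members above 200 gave no value for the Schwann cell genes outside myelin and the interferon list, which have none. Of all list medians under the alternatives, 349 stayed within the counting interval, 68 moved beyond it with the same sign and 9 changed sign.

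Ratios of single genes and miRNAs stayed within their interval in 2519 cases, moved beyond it on the same side of 1 in 502 and crossed 1 in 19. Under total-count scaling, the ratio became 1.01 for Fabp4 for Dicer cKO/Control, and 1.03 for Fabp4, 1.02 for Loxl2, 1.05 for Xist and 1.03 for Mir142 for ScxHt/Control. Mir125b-1 and Mir125b-2 were then at 1.07 each for Dicer cKO/Control and 1.05 each for ScxHt/Control, Mirlet7a-1 and Mirlet7a-2 at 1.04 each and Mirlet7e at 1.12 for Dicer cKO/Control, and Mirlet7c-1 and Mirlet7c-2 at 1.05 each for ScxHt/Control. Without features above 1%, Mir125b-1 was at 1.03, Mir125b-2 at 1.02 and Mirlet7e at 1.07 for Dicer cKO/Control, where Mirlet7e was also at 1.02 with TMM and 1.01 with size factors over all 3 libraries.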

Differences from the paper's values

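None of the values that the paper states for measures computed here differed from the values found with its settings. This covers the ratios and base means of Table 1 and Supplementary Table 2 and the genes of the Supplementary File, where the numbers of genes at 1.5-fold moved by more than a factor of 1.5 with a minimum baseMean of 10 or 200 and when the whole interval had to lie past the threshold. Under the 4 other scalings they moved by less than that, to between 982 and 1139 higher and between 806 and 970 lower genes, against the paper's 914 and 1002.

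The paper states that miR-135a was lowered by the deletion of Dicer, and its real-time PCR found it significantly lower in Dicer cKO than in Control mice. In small RNA-seq, the Mir135a-1 ratio was 0.483 for Dicer cKO/Control, 0.385 for ScxHt/Control and 1.23 for Dicer cKO/ScxHt. The paper lists Aifm1 among predicted targets of miR-135a, and its longest annotated 3' UTR held no 8mer or 7mer match to the seed. The Results give the limit for lower miRNAs as a ratio above 0.6, and the features listed in Supplementary Table 2 all have ratios below 0.60 here.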

Other observations

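Every test of an explanation in this part was chosen after the results were seen. The gene lists and the scalings were set before the data were examined, the lists after the paper and its Supplementary File were read.

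The tendon genes of Supplementary Figure S2A were lower in Dicer cKO, and the scaling of the libraries does not account for it, since the highest median over the scalings was -0.63. Tnmd had a ratio of 0.948, Bgn one of 0.875, Fmod one of 0.455 and Spp1 one of 0.289. Dilution by RNA of muscle fibres alone would lower the genes of all other cell types alike, yet the endothelial list lay 0.84 above the tendon list on the log2 scale, with all 13 tendon genes below the endothelial median and all 8 endothelial genes above the tendon median. Dilution by muscle that brings vessels and other cells, with the skeletal muscle list at 0.85 for Dicer cKO/Control, and a change of expression through the deletion of Dicer cannot be told apart, because the share of muscle in each sample is not known and each genotype has 1 mouse.

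Immediate early genes were lower in Dicer cKO and in ScxHt than in Control. Of 19 genes with enough counts, all of them above the minimum in Control, 19 were lower by their interval for Dicer cKO/Control and 18 for ScxHt/Control, with 19 of the list's genes in the Supplementary File, and 1, Egr1, is also a tendon gene of Supplementary Figure S2A. The list median was -1.47 (95% counting interval -1.69 to -1.42) for Dicer cKO/Control, -1.33 (-1.44 to -1.21) for ScxHt/Control and -0.16 (-0.39 to -0.06) for Dicer cKO/ScxHt. Over the scalings it lay between -1.47 and -1.40 for Dicer cKO/Control and between -1.34 and -1.22 for ScxHt/Control. Fos had 2355 reads in the Control, 162 in the ScxHt and 178 in the Dicer cKO library. The Cre allele that both mice carry, with -1.33 for ScxHt/Control, and the handling of the Control mouse, with -0.16 for Dicer cKO/ScxHt, cannot be told apart, because only 1 Control mouse was sequenced.

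Mir135a-1 was at 0.385 for ScxHt/Control, where Dicer is intact. From these libraries alone, the deletion of Dicer cannot be told apart from a difference between the Control mouse and the others as the source. The counts are low and each genotype has 1 mouse. The paper's real-time PCR, on several mice of each genotype, found miR-135a significantly lower in Dicer cKO than in Control. That comparison did not include ScxHt, so the ScxCre allele that ScxHt and Dicer cKO share stays open. The Mir99a locus, which lies in Mir99ahg, had 37, 48 and 80 RNA-seq reads in the Control, ScxHt and Dicer cKO library, a Dicer cKO/Control ratio of 2.25, and 0.457 in small RNA-seq, while Mir99ahg had a ratio of 0.973. These RNA-seq values were picked after they were seen, and no explanation was tested.

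Sites of the lower miRNAs were searched for signs of released target genes. Release of the genes with sites for the miRNAs that were lower would move their medians above those of matched random lists, and the highest percentile among 7 families of Supplementary Table 2 was 85.4 and the lowest 2.29. For miR-135a, 414 genes with an 8mer had a median log2 ratio of -0.06, at percentile 46.2, for Dicer cKO/Control. For ScxHt/Control, where Mir135a-1 was lower as well, they had one of 0.036, at percentile 97.97, and were the 1 of 25 families above the central 95% of its random lists there, with 2 below it, while for Dicer cKO/ScxHt they were at percentile 35.9. Of the genes with a miR-135a site, an 8mer or a 7mer, 5.25% were at or above 1.5 in Dicer cKO/Control, against 6.79% of the genes without one. These shares were not matched on expression or UTR length. The values for Dicer cKO/Control show no sign of a release of such genes as the source of the higher genes there as a whole. Most of these miRNAs had few reads, such as 38 of Mir135a-1 in the Control library, so a small release might not be seen. The value for ScxHt/Control leaves a small release open in that library, and single targets were not tested. For Dicer cKO/Control, 1 of 25 families lay above the central 95% of its random lists, miR-143-3p at percentile 99.2, and 3 lay below it, which were miR-34b-5p, miR-125b-5p and miR-133a-3p.

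A difference in sex between the mice does not account for genes past the thresholds, since the lowest Xist count over the 3 libraries was 19634 and no library had more than 4 reads of any of 4 Y-linked genes. Of the sex-linked list, Xist alone had enough counts, with log2 ratios of 0.04 for Dicer cKO/Control, -0.03 for ScxHt/Control and 0.09 for Dicer cKO/ScxHt. Gene length does not account for them either, as Spearman's rho across 13504 genes between the length implied by the authors' RPKM and the ratio was -0.047, or 0.217% of the variance of ranks, and genes are not independent replicates. The log2 ratios of Dicer cKO and ScxHt against Control had a Pearson r of 0.22 across 13532 genes. The shared Control library, with libraries that vary alike, would give 0.481 to 0.515 in 100 simulated sets, so the libraries did not vary alike, and what set them apart was not tested.

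Other lists set in advance gave these median log2 ratios, for which no explanation was tested. The erythroid list, with 6 of 10 genes above the minimum, all of them in Control and in the Supplementary File, had 1.12 for Dicer cKO/Control, -0.03 for ScxHt/Control and 1.22 for Dicer cKO/ScxHt, and Hba-a1 had a Dicer cKO/Control ratio of 2.63 (2.47 to 2.80). The adipocyte list of 15 genes, 7 of them in the Supplementary File and 1 also in Table 1, had 0.40 for Dicer cKO/Control, 0.21 for ScxHt/Control and 0.02 for Dicer cKO/ScxHt. The macrophage list of 10 genes had 0.79 for ScxHt/Control and -1.13 for Dicer cKO/ScxHt, and the endothelial list of 8 genes -0.53 and 0.70. The interferon list, with 4 of 8 genes above the minimum, had -0.20 for Dicer cKO/Control, -0.91 for ScxHt/Control and 0.37 for Dicer cKO/ScxHt. The let-7 targets, with 7 of 12, had -0.35 for Dicer cKO/Control, 0.06 for ScxHt/Control and -0.31 for Dicer cKO/ScxHt, and the imprinted genes, with 10 of 12, had 0.29 for Dicer cKO/Control, -0.15 for ScxHt/Control and 0.41 for Dicer cKO/ScxHt. In the imprinted list, H19 had ratios of 2.03 for Dicer cKO/Control and 0.507 for ScxHt/Control. The miRNAs of blood and endothelium, with 6 of 9 loci, had -0.12 for Dicer cKO/Control, -0.21 for ScxHt/Control and 0.08 for Dicer cKO/ScxHt. For Dicer cKO/ScxHt, the let-7 family was at -0.24, the miRNA machinery at -0.16, the cartilage and bone list at -1.12 and the small proteoglycan and tendon matrix list at -0.94. All tested members of these lists were above the minimum in the Control library.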
